# The Culture Dish Surface Influences the Phenotype and Dissociation Strategy in Distinct Mouse Macrophage Populations

**DOI:** 10.3389/fimmu.2022.920232

**Published:** 2022-07-06

**Authors:** Qiaoling Song, Yazhuo Zhang, Mingming Zhou, Yuting Xu, Qianyue Zhang, Lihong Wu, Shan Liu, Minghui Zhang, Lei Zhang, Zhihua Wu, Weixun Peng, Xutao Liu, Chenyang Zhao

**Keywords:** dissociation methods, culture dish surface, macrophage polarization, transcriptome sequencing, LPS challenge

## Abstract

The nature of the culture dish surface and the technique used to detach adherent cells could very likely influence the cell viability and cell membrane protein integrity of harvested macrophages. Several previous studies assessed the detachment efficacies of enzymatic and non-enzymatic methods for harvesting the single cell suspensions of macrophages, but a comprehensive study assessing different dissociation methods and culture conditions for detaching functionally different macrophage populations has not yet been reported. In this study, *via* the well-established GM-CSF and M-CSF differentiated bone marrow derived macrophage models (GM-BMDMs and M-BMDMs), we compared four commonly used enzymatic (trypsin and accutase) and non-enzymatic (PBS and EDTA) dissociation methods along with necessary mechanical detaching steps (scraping and pipetting) to evaluate the viable cell recovery and cell surface marker integrality of GM-BMDMs and M-BMDMs cultured on standard cell culture dish (TC dish), or on culture dish (noTC dish) that was not conditioned to enhance adherence. The data showed that accutase yielded a better recovery of viable cells comparing with PBS and EDTA, especially for tightly adherent GM-BMDMs on TC dishes, with a relatively higher level of detected cell membrane marker F4/80 than trypsin. An additional gradient centrifugation-based dead cell removal approach could increase the proportion of viable cells for TC cultured GM-BMDMs after accutase dissociation. Furthermore, transcriptome analysis was performed to evaluate the putative influence of culture dishes. At steady state, BMDMs cultured on noTC dishes exhibited more proinflammatory gene expression signatures (e.g. IL6, CXCL2 and ILlβ) and functions (e.g. TNF and IL17 signaling pathways). Similar inflammatory responses were observed upon LPS challenge regardless of culture conditions and differentiation factors. However, in LPS treated samples, the difference of gene expression patterns, signaling pathways and molecular functions between TC and noTC cultured BMDMs were largely dependent on the types of growth factors (M-CSF and GM-CSF). This observation might provide valuable information for *in vitro* macrophage studies.

## Introduction

The use of bone marrow derived macrophages (BMDMs) is one of the most well-established means of studying macrophage biology *in vitro*, as they were believed to represent the phenotypes and characteristics of *in vivo* macrophages (1). GM-CSF and M-CSF derived BMDMs (GM-BMDMs and M-BMDMs) could resemble different macrophage maturation features of classically activated proinflammatory M1-like and alternatively activated restorative M2-like macrophages, respectively (2). Both membrane protein integrity and cell viability during dissociation are critical for successful downstream biological studies (3, 4), including flow cytometry and single cell RNA sequencing. Besides, cell adhesion characteristics vary with macrophage maturation/polarization (5, 6). Therefore, it is essential to determine the appropriate dissociation methods for different macrophage populations.

Multiple attempts were made to optimize the cell culture condition and methods to diassociate M-CSF differentiated macrophages. Replacing standard tissue culture dishes treated to promote adherence (TC, hydrophilic, facilitating cell attachment) with untreated dishes (noTC, hydrophobic, reducing cell adhesion), or utilizing specific dissociation conditions, including nonenzymatic (EDTA or PBS solutions) or enzymatic ones (accutase or trypsin solutions), are the conditions typically employed to harvest the single cell suspension of BMDMs. In previous studies, accutase was reported to be a mild and highly efficient dissociation solution for detaching M-CSF primed monocyte derived macrophages (M0), IL4 challenged M0 (M2) and LPS+IFNγ challenged M0 (M1) when compared with EDTA and trypsin solutions (7, 8). However, the efficiency of different dissociation methods for BMDMs differentiated by GM-CSF, a growth factor previously proven to enhance the adhesion of monocytes, neutrophils, and macrophages (9–11), has not been reported, nor has there been a comparison made between the ease of dissociating GM-BMDMs and M-BMDMs. It is worthwhile to determine the optimal solution and condition for dissociating both GM- and M-BMDMs, since these two types of BMDMs are usually compared for their signaling transduction pathways, macrophage function and gene expression patterns.

TC and noTC dishes have been indiscriminately used in most BMDM related studies *in vitro* even though the anchorage capacities were theoretically weaker for noTC dishes. With both dishes, some BMDMs’ characteristics were studied and considered to be not influenced by culture conditions. For example, TC cultured BMDMs were utilized to explore the immunocompetence of GM-CSF and M-CSF primed macrophages and the heterogeneity of cell populations in GM-CSF primed bone marrow cells (12, 13). The noTC dish cultured BMDMs were used to analyze gene expression patterns of GM-BMDMs and M-BMDMs in microarray experiments and the secretion profiles at the single cell level (6, 14). The cell metabolism and epigenetic genome modification of BMDMs were studied without specifying the dish conditions (15, 16). Nevertheless, the impact of dish surface conditions for monocyte-derived dendritic cells has been reported (17). At present, the influence of TC and noTC culture conditions on surface marker expression and inflammatory responses of GM-CSF and M-CSF primed BMDMs are not yet thoroughly investigated, which makes interpreting results extremely difficult. Therefore, it is necessary to characterize the phenotypes of BMDMs under different culture conditions to determine whether there are biologically significant differences in terms of gene expression profile and cell functions.

In the present study, we applied two types of culture dishes (TC and noTC) for GM- and M-BMDMs maturation and used four different dissociation techniques to detach these BMDMs. As previously reported (18), accutase was found to be a mild and highly efficient dissociation reagent for all tested BMDMs, especially for the TC cultured GM-BMDMs that had the highest adhesive capacity. A gradient centrifugation-based dead cell removal procedure was additionally proposed as an extra step following accutase dissociation for the tightly adherent TC cultured GM-BMDMs in order to obtain more viable cells. Transcriptome analysis was also performed to determine whether culture conditions influence gene expression profiles of two types of BMDMs on TC and noTC culture dishes at both steady state and upon LPS treatment. The data suggested that at steady state, low adhesion on noTC culture dishes renders both GM-BMDMs and M-BMDMs more proinflammatory. LPS could induce MyD88/NFκB and TRIF/IRF signaling in all the tested BMDMs; however, under the stimulation of LPS, inflammatory responses and cell adhesion activities were upregualted in noTC-GM-BMDMs, whereas cell proliferation and metabolism functions were enriched in noTC-M-BMDMs. Together, our data reveal the culture dish surface-dependent signaling changes and provide the optimal dissociation method for TC and noTC cultured BMDMs for further functional studies.

## Material and Methods

### Antibodies and Reagents

TC treated cell culture dishes (Cat. F611203) and noTC treated polystyrene culture dishes (Cat. F611003) were purchased from Sangon Biotech (Shanghai). SYBR Green PCR Master Mix (2×) (Cat. 4913914001) was from Roche. RNAiso Plus (Cat. 9109) and PrimeScript™ RT reagent kit (Cat. RR047A) with gDNA eraser were from TaKaRa. LPS (Cat. L2630) and accutase solution containing 0.5 mM EDTA (Cat. A6964) were obtained from Sigma-Aldrich. 0.5 M EDTA was obtained from Solarbio (Cat. 420404). 0.25% Trypsin containing 0.02% EDTA was from Zhejiang Senrui Biological Technology (Cat.CR-25200). Recombinant mouse M-CSF (Cat. 415-ML) and GM-CSF (Cat. 416-ML) were purchased from R&D Systems. Debris Removal Solution (Cat. 130-110-203) and antibodies against Ly6C (APC) (Cat. 130-111-779) were from Miltenyi Biotec. 7-AAD Viability Staining Solution (Cat. 51-68981E) and antibodies against F4/80 (PE) (Cat. 565410) were from BD Bioscience. Anti-MHCII (Brilliant Violet 421) (Cat. 107632) antibodies were from Biolegend. Antibodies against CD11b (PE-CY7) (Cat. 25-0112-82) and CD16/CD32 (Cat. 14-0161-86) and Rat IgG1 kappa isotype control (Cat. 14-4301-85) were from Invitrogen.

### Animals

C57BL/6J mice (male, SPF degree, 6-10 weeks old) were purchased from Beijing Vital River Laboratory Animal Technology and maintained in a temperature- and humidity-controlled room with a 12 h light-dark cycle. All animal procedures were approved by the Committee of Experimental Animals of School of Medicine and Pharmacy, Ocean University of China (OUCSMP-20181002).

### Bone Marrow Derived Macrophage (BMDM) Culture

Mouse BMDMs were prepared as previously described (19). Briefly, bone marrow cells were collected from femurs. The cell suspensions were passed through 100 μm cell strainer, collected by centrifugation at 300 g for 10 minutes, and resuspended in DMEM containing 10% FBS, 100 U/ml penicillin, 100 μg/ml streptomycin, either with 50 ng/ml M-CSF or 20 ng/ml GM-CSF. Cells (0.5×10^6^ per ml for M-CSF and 1×10^6^ per ml for GM-CSF) were seeded on TC or noTC dishes respectively and cultured at 37°C with 5% CO2 for 7 days without changing the media throughout the maturation process. For RT-PCR and RNA-seq analysis, mouse BMDMs cultured on TC and noTC dishes were treated with vehicle or LPS (100 ng/ml) for 3 hrs.

### Cell Detachment and Dead Cell Removal

For the detachment of M-BMDMs cultured on TC (M-TC) and noTC (M-noTC) dishes and GM-BMDMs on noTC dishes (GM-noTC), cells were washed with PBS and incubated with trypsin or accutase at room temperature (RT) for the indicated times as shown in **Table 1**. Cells were pipetted without scraping and harvested. For tightly adherent GM-BMDMs cultured on TC dishes (GM-TC), cells were washed, incubated with trypsin or accutase at RT followed by further incubation at 37°C and scraped gently with cell lifters (Biologix, Cat. 70-2180) to harvest cell suspension. For nonenzymatic approaches, all these four types of BMDMs were washed and incubated with EDTA or PBS on ice for the indicated time with necessary mechanical steps (pipetting or scraping) (details in **Table 1**). DMEM media with 10% FBS were added to stop the digestion process. Cells were centrifuged at 300 g for 10 min, washed with PBS containing 2% FBS and processed for the indicated experiments.

**Table 1:** The comparisons of dissociation methods for BMDMs cultured on TC and noTC dishes.

Groups	GM-noTC			GM-TC^a^			M-noTC			M-TC		
	Time (min)	Temp	Scrape	Time (min)	Temp	Scrape	Time (min)	Temp	Scrape	Time (min)	Temp	Scrape
**Accutase**	**5**	**RT**	**-**	**5+10**	**RT+37**°C	**++**	**3**	**RT**	**-**	**5**	**RT**	**-**
**Trypsin**	**5**	**RT**	**-**	**5+10**	**RT+37**°C	**++**	**3**	**RT**	**-**	**5**	**RT**	**-**
**EDTA**	**15**	**on ice**	**+**	**15**	**on ice**	**+++**	**10**	**on ice**	**-**	**15**	**on ice**	**-**
**PBS**	**15**	**on ice**	**+++**	**15**	**on ice**	**+++**	**15**	**on ice**	**-**	**15**	**on ice**	**+++**

GM: GM-BMDMs, M: M-BMDMs, Temp: Temperature, Scrape: -, no scraping but pipetting; +, weak scraping, only a small proportion of cells need to be scraped after gently pipetting; ++, middle scraping, about half of cells need to be scraped after gently pipetting; +++, strong scraping, most of cells need to be scraped after gently pipetting

a for GM-TC samples, cells were digested with accutase or trypsin for 5 min at RT followed by additional incubation for 10 min at 37°C.

Density centrifugation for GM-TC samples was performed following manufacturer’s instructions (Debris removal solution, Miltenyi Biotec, Cat. 130-109-398). Briefly, detached macrophages were resuspended with 3.1 ml cold PBS and mixed well with 0.9 ml cold debris removal solution using 5 ml pipette in a 15 ml centrifuge tube. Additional 4 ml cold PBS was overlayed very gently. After centrifugation at 4°C at 3000 g for 10 min with full acceleration and no brake, three phases were formed and the top two layers were completely aspirated and discarded. After that, cold PBS were added to fill up the 15 ml tube, followed by gently mixing and centrifugation at 4°C at 1000 g for 10 min with full acceleration and brake. The supernatant was completely discarded and macrophages were resuspended for further experiments.

### Flow Cytometry

Cells were dissociated, washed and resuspended in blocking buffer (20% FBS, 1:100 CD16/CD32 antibodies and 1:100 Rat IgG1 isotype) for 30 min at 4°C. The fluorescence conjugated primary antibodies were added and then samples were washed. Subsequently, cells were stained with 7AAD buffer and acquired by FACS Aria III cytometer. All analyses were performed using FlowJo software.

### Reverse Transcription and Real-Time PCR

Mouse BMDMs cultured on TC and noTC dishes were treated with vehicle or LPS (100 ng/ml) for 3 hrs. Total RNA from cultured BMDMs was extracted with RNAiso Plus. Reverse transcription was performed with a PrimeScript™ RT reagent kit containing gDNA Eraser. The cDNA samples were amplified using SYBR Green in StepOne Plus Real-Time PCR System (Applied Biosystems). The relative mRNA expression was determined using the ΔCt relative quantification method, which means relative mRNA levels of target gene = 2ˆ(-ΔCt) = 2ˆ(-(CT_target gene_ - CT_reference gene_)). Specific primers used in the real-time PCR (RT-PCR) were as follow:

TNFα Forward: CAGGCGGTGCCTATGTCTC; TNFα Reverse:

CGATCACCCCGAAGTTCAGTAG; IL6 Forward:

TAGTCCTTCCTACCCCAATTTCC;IL6 Reverse:

TTGGTCCTTAGCCACTCCTTC;IL1β Forward:

GAAATGCCACCTTTTGACAGTG;IL1β Reverse:

TGGATGCTCTCATCAGGACAG;GAPDH Forward:

ATGCCTGCTTCACCACCTTCT;GAPDH Reverse:

CATGGCCTTCCGTGTTCCTA.

### Transcriptome Sequencing (RNA-Seq Analysis)

Mouse BMDMs cultured on the TC and noTC dishes were treated with vehicle or LPS (100 ng/ml) for 3 hrs. Total RNA was extracted using Trizol reagent kit (Invitrogen) according to the manufacturer’s protocol. The mRNA was enriched by Oligo (dT) beads, fragmented using fragmentation buffer and reversely transcribed into cDNA by using NEBNext Ultra RNA Library Prep Kit for Illumina (NEB #7530). The resulting cDNA library was sequenced using Illumina Novaseq6000 by Gene Denovo Biotechnology Co. Clean reads were aligned to the mouse reference genome using HISAT2.2.4 (20). For each transcription region, a FPKM value was calculated to quantify its expression abundance, using RSEM software (21). Differentially expressed genes (DEGs) were identified using the DESeq2 (22). P-value <0.05 and fold change >2 or 1.5 were set as the threshold for significantly differential expression. KEGG pathway (23), GO enrichment (24), Reactome analysis (25, 26), PPI (27) and IPA (28) analysis of DEGs were respectively performed. The scaled FPKM values were normalized using z-score approach (z = (x-μ)/σ), where x is the FPKM value, μ is the mean of FPKM values of certain gene in all tested samples (row mean), and σ is the standard deviation of row values (29). The RNAseq data were deposited in the Gene Expression Omnibus (GEO) database under the accession number GSE198821.

### Statistical Analysis

Statistical analyses were performed using Prism version 9. Data were graphically represented as the mean + SD. Statistical significance of differences between indicated samples was determined by paired or unpaired student’s *t*-test or one-way or two-way ANOVA. The Turkey’s multiple comparison test was used for determining statistical significance for one- or two-way ANOVA analysis except **Figures 1Q–S** (two-way ANOVA and Šidák multiple comparison test) and **Figure S1D–G** (paired two-way ANOVA and Šidák multiple comparison test). * and **^#^** p< 0.05 is considered significant.

**Figure 1:**
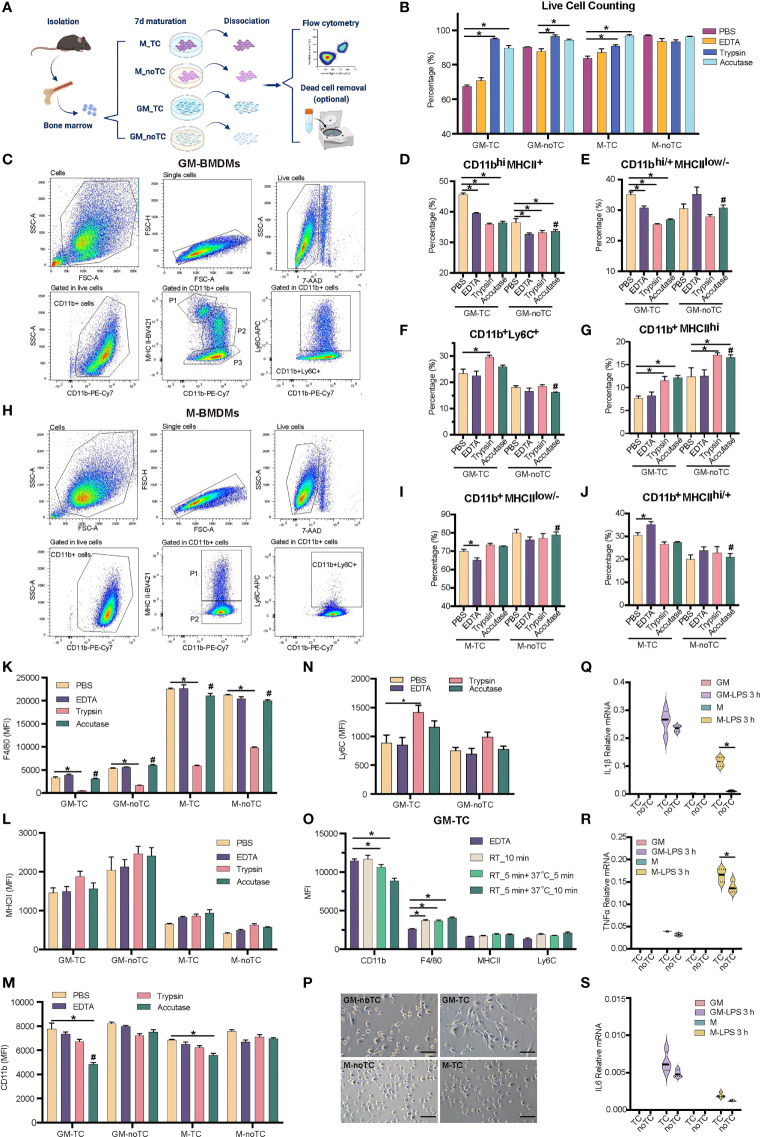
Detaching approaches were performed with two types of BMDMs. **(A)** Schematic diagram of experimental workflow. Post 7 days’ maturation, GM and M were dissociated by enzymic or nonenzymic methods with pipetting or scraping as shown in **Table 1**. The percentage of subpopulations was detected by flow cytometry. Dead cells were further discarded using gradient centrifugation for GM-TC samples when more viable GM-TC cells were needed. **(B)** Percentages of live BMDMs (n = 4 for each group) using different dissociation methods without dead cell removal process. **(C, H)** Gating strategies for GM- **(C)** and M- **(H)** BMDMs cultured on TC dishes and dissociated with accutase followed by necessary mechanical steps in flow cytometry. BMDMs were detached, blocked and stained with the indicated antibodies. Cells were gated for single cells, followed by gating live cells (7AAD-) and CD11b+ populations. The live 7AAD- CD11b+ cells were further analyzed for the specific subpopulations. **(C)** P1: CD11b^+^MHCII^hi^, P2: CD11b^hi^MHCII^+^, P3: CD11b^hi/+^MHCII^low/-^, and CD11b^+^Ly6C^+^ cells; **(H)** P1: CD11b^+^MHCII^hi/+^, P2: CD11b^+^MHCII^low/-^, and CD11b^+^Ly6C^+^ cells. **(D–G)** The percentages of CD11b^hi^MHCII^+^ **(D)**, CD11b^hi/+^MHCII^low/-^ **(E)**, CD11b^+^Ly6C^+^ **(F)** and CD11b^+^MHCII^hi^ **(G)** subpopulations in GM-TC and GM-noTC samples. **(I, J)** The percentages of CD11b^+^MHCII^low/-^ **(I)** and CD11b^+^MHCII^hi/+^ **(J)** subpopulations in M-TC and M-noTC samples. **(K–N)** MFI values of F4/80 **(K)**, MHCII **(L)**, CD11b **(M)** and Ly6C **(N)** in the CD11b+ cells of GM and M. **(O)** MFI values of CD11b, F4/80, MHCII and Ly6C in the CD11b+ cells of GM-TC samples dissociated with EDTA (control group) or accutase at different temperatures and treatment times (n = 4 for each group). RT_10 min means incubation with accutase for 10 min at RT, RT_5 min +37°C_5 min means incubation for 5 min at RT followed by 5 min at 37°C, and RT_5 min+37°C_10 min means incubation for 5 min at RT followed by 10 min at 37°C. **(P)** Cell morphology of GM and M cultured on TC and noTC dishes. Scale bars, 100 μm. **(Q–S)** GM and M cells were treated with LPS (100 ng/ml) for 3 h. Total RNA was prepared and used to determine relative mRNA levels of proinflammatory factors IL1β **(Q)**, TNFα **(R)** and IL6 **(S)**. One-way ANOVA was performed for **(D–G)** and **(I, J)**. Two-way ANOVA was performed for **(B)**, **(K–O)** and **(Q-S)**. For **(B)**, *P* < 0.05 is indicated by * for the comparison of other 3 dissociation methods vs the group with the lowest cell viability in each type of BMDMs. For **(D-G)**, **(I, J)** and **(K–N)**, *P* < 0.05 is indicated by * for the comparison of other 3 dissociation methods vs PBS groups within GM-TC, GM-noTC, M-TC and M-noTC samples, and # for comparison of the accutase dissociated samples between GM-TC vs GM-noTC or M-TC vs M-noTC. For **(O)**, *P* < 0.05 is indicated by * for the comparison of accutase treated samples with EDTA treated ones. For **(Q–S)**, *P* < 0.05 is indicated by * for the comparison of the TC vs noTC samples under the same conditions.

## Results

### Impact of Detaching Methods on Distinct Macrophage Phenotype and Function

In order to find out the optimal approach for dissociating GM- and M-BMDMs cultured on TC or noTC dishes, four frequently used detaching methods (7), including accutase, trypsin, EDTA and PBS were performed together with mechanically detaching methods (pipetting and scraping) (**Figure 1A**, details in **Table 1**). M-BMDMs cultured on either TC or noTC dishes (M-TC and M-noTC) were easily detached using both enzymatic and non-enzymatic methods with relatively short-term incubation and high cell viability (>85% except for PBS-M-TC) (**Figure 1B**). GM-BMDMs cultured on noTC dishes (GM-noTC) required a relatively longer incubation time than M-BMDMs, but still, maintained an easily detaching status in all tested dissociation methods with high cell viability (>85%). However, GM-BMDMs cultured on TC dishes (GM-TC) were very hard to be detached and incubation with accutase or trypsin followed by pipetting and scraping is the optimal approach to harvest as many cells as possible with relatively high cell viability (**Figure 1B**).

Since cell surface markers are widely used in identifying the macrophage populations, we then investigated whether different detaching methods will influence the protein levels of classical BMDM maturation surface markers such as CD11b, Ly6C, MHCII and F4/80 (4, 30). As shown in **Figure 1C**, GM-BMDMs could be divided into four subpopulations: CD11b^+^MHCII^hi^, CD11b^hi^MHCII^+^, CD11b^hi/+^MHCII^low/-^ and CD11b^+^Ly6C^+^ cells. M-BMDMs were mainly divided into two subpopulations: CD11b^+^MHCII^high/+^ and CD11b^+^MHCII^low/-^ (**Figure 1H**). The percentages of subpopulations in GM-BMDMs differed among different dissociation methods (**Figures 1D–G**). Similarly, the percentages of subpopulations in M-TC but not M-noTC were also interfered by dissociation approaches (**Figures 1I, J**). We further evaluated these markers’ expression levels under various dissociating methods (**Figures 1K–N**). The mean fluorescence intensity (MFI) of F4/80 was remarkably reduced in all trypsin treated samples regardless of the incubation time and temperature used in different cell and dish types (**Figure 1K**). The MFIs of CD11b were interfered only in TC cultured BMDMs to some extent by accutase incubation at RT for 5 min followed by 37°C for 10 min, especially for GM-TC samples (**Figure 1M**). However, when removing the incubation at 37°C but extending the incubation at RT, the MFI of CD11b (RT_10 min group) was comparable to that of control group (**Figure 1O**). Besides, there were no observed changes in the percentages of CD11b^+^MHCII^hi^ and CD11b^hi^MHCII^+^ subpopulations in those groups (**Figure S1A**). There was some moderate alteration in F4/80 levels when comparing EDTA and accutase (RT_10 min) treated groups (**Figure 1O**). The modest changes in the percentages of CD11b^hi/+^MHCII^low/-^ and CD11b^+^Ly6C^+^ subpopulations were also observed in the accutase (RT_10 min) treated samples comparing with EDTA controls (**Figure S1A**), which might be partially due to different cell viabilities of these subpopulations under these detaching treatments. Collectively, these data suggested that accutase is the optimal dissociation approach for all the BMDMs we explored regardless of the growth factor and culture dish types.

To obtain higher cell viability for GM-TC samples, we further performed density gradient centrifugation to remove cell debris and dead cells post their detachment from the dish. As shown in **Figures S1B–C**, cell viability was increased post density gradient centrifugation, especially for EDTA treated GM-TC samples (from 70.77% to 92.32%). Subpopulation distribution and marker gene expression post dead cell removal were similar to the original ones (**Figures S1D–G**). The density centrifugation provided a complementary approach to further enhance the cell viability.

Even though quite similar morphology was observed for GM-TC and GM-noTC, as well as M-TC and M-noTC (**Figure 1P**), the type of culture dishes did have impacts on the percentages of different subpopulations. Post accutase incubation, percentages of all four GM-BMDM and two M-BMDM subpopulations cultured on TC dishes were relatively different comparing with noTC cultured ones (**Figures 1D–J**), especially for CD11b^+^Ly6C^+^ (**Figure 1F**) and CD11b^+^MHCII^hi^ (**Figure 1G**) in GM-BMDMs. Besides, post toll-like receptor 4 (TLR4) agonist LPS treatment (31), the mRNA levels of IL1β, TNFα and IL6 were upregulated in both TC and noTC cultured GM- and M-BMDMs but were less strongly activated in noTC cultured cells (**Figure 1Q–S**). Considering that LPS could reorganize cell actin and influence macrophage adhesion (32), the dissociation efficacies of LPS activated BMDMs by accutase were determined and accutase could also efficiently harvest BMDMs post LPS treatment (**Figure S1H**) despite the fact that LPS treatment changed the distribution of cell subpopulations and marker gene expression in GM- and M-BMDMs (**Figures S1I–R**).

### Transcriptome Profiles of Two Types of BMDMs Cultured on TC and noTC Dishes

To further investigate the influence of different culture conditions on macrophage gene expression and function, we performed RNA-seq analysis of GM-BMDMs (GM) and M-BMDMs (M) on TC and noTC dishes at resting/steady state or upon LPS challenge (GSE198821) (**Figure 2A**). 

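Bone marrow cells were cultured for 7 days with 20 ng/ml GM-CSF (GM) or 50 ng/ml M-CSF (M) on TC or noTC dishes. They were then treated with vehicle or 100 ng/ml LPS for 3 h. This gave 8 groups of 2 biological replicates, or 16 libraries. The authors aligned the reads with HISAT and quantified them with RSEM, and the deposited values are expected counts for 22287 genes, without normalization. Between 6.56% and 8.19% of the genes of a library held a value that was not whole, and all values were rounded to whole counts. Total counts per library lay between 17527802 and 31458363. They were 17527802 and 22400457 in GM-TC, 21785799 and 24040524 in GM-noTC, 24064277 and 26916532 in GM-TC-LPS, and 26566735 and 27820352 in GM-noTC-LPS. In the M-CSF groups they were 18053977 and 19208104 in M-TC, 21403313 and 31458363 in M-noTC, 25727439 and 22129709 in M-TC-LPS, and 23149399 and 24321576 in M-noTC-LPS. A gene with 3 counts has between 0.0954 and 0.171 CPM at these depths, a floor that covers counting error only. Counts were scaled with edgeR's TMM factors, which lay between 1.11 and 1.39 at steady state and between 0.778 and 0.842 upon LPS challenge. The 10 most abundant genes held 12.1% to 20.5% of a library at steady state and 9.98% to 16.0% upon LPS challenge. edgeR's quasi-likelihood test was fitted over all 16 libraries for the 12514 genes that passed edgeR's expression filter. DEGs had a fold change above 2, or 1.5 where stated, and an unadjusted p under 0.05. Named genes and tests of a difference between fold changes used p-values with Benjamini-Hochberg (BH) adjustment. Gene sets were tested with limma's camera and adjusted over 31 tests. An exact permutation test of 2 libraries against 2 cannot give a two-sided p below 0.333, and by chance the 2 groups do not overlap for 33.3% of genes. The paper's text does not say whether replicates with the same number came from the same mouse. Across genes, which are not independent replicates, the deviations of such libraries correlated between -0.052 and 0.020 over the 8 comparisons.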

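GM-noTC cells had 201 upregulated and 141 downregulated DEGs comparing with GM-TC cells. In M-noTC cells, 332 genes were upregulated and 208 downregulated comparing with M-TC cells. With p-values adjusted by the BH method, 118 and 56 DEGs passed in GM and 271 and 161 in M. The alternative that moved the numbers of GM most was DESeq2 on the 4 libraries of the comparison with no filter and adjusted p, with 77 and 28 DEGs in GM. With the replicate number as a block, 200 and 140 DEGs passed in GM and 327 and 206 in M. Among genes past the adjusted threshold, at 1 CPM or more and without overlap between the groups, the largest increase in GM-noTC was that of Cxcl10 (ENSMUSG00000034855), at 28.1 ± 1.70 CPM (SD, n = 2) in GM-noTC and 0.519 ± 0.234 CPM (SD, n = 2) in GM-TC. Its log2 fold change was 5.69 (standard error 0.155, adjusted p = 2.2e-16 from edgeR). Gm20388 (ENSMUSG00000092329) had the largest decrease among them, with no counts in GM-noTC and 23.5 ± 0.919 CPM (SD, n = 2) in GM-TC, which is at least 202-fold lower. Gm45837 (ENSMUSG00000030653) had 5.81 ± 0.694 CPM (SD, n = 2) in M-noTC and no counts in M-TC, which is at least 50.2-fold higher (adjusted p = 0.043 from edgeR), and it did not pass with DESeq2 on all 16 libraries (adjusted p = 0.13).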

At steady state, there were 135 significantly upregulated and 95 significantly downregulated differentially expressed genes (DEGs) in GM-noTC cells comparing with GM-TC counterparts (**Figure 2B**), whereas 250 upregulated and 197 downregulated DEGs in M-noTC comparing with M-TC cells (**Figure 2C**). 

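A set of 136 cytokine and cytokine receptor genes, listed by symbol, was tested in place of the pathway terms. Its median log2 fold change in GM-noTC comparing with GM-TC was 0.19, with 94 genes higher and 42 lower (adjusted p = 2.9e-18 from camera on edgeR's fit). The median of all tested genes was 0. Leaving out the expression filter moved the set most, to a median of 0.030. In this set, 24 genes were upregulated and 3 downregulated DEGs. Il12b (ENSMUSG00000004296) rose from 0.156 ± 0.00679 CPM (SD, n = 2) to 7.36 ± 0.833 CPM (SD, n = 2), a log2 fold change of 5.51 (adjusted p = 1.6e-09 from edgeR). In CPM without TMM scaling, this rise equalled 0.675% of the mean of Il12b in the other 10 libraries outside the TC steady state groups.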

KEGG functional analysis of those 135 upregulated DEGs in GM-noTC group identified a variety of proinflammatory pathways ranked in top 15 terms, including cytokine-cytokine receptor interaction, TNF signaling pathway and IL-17 signaling pathway, as well as inflammatory diseases, such as inflammatory bowel disease (**Figure 2D**). Similarly, GO (**Figure S2A**) and Reactome (**Figure S2B**) enrichment analysis also pointed to the inflammation-associated diseases and functions. 

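All 23 inflammatory genes drawn as upregulated in Figure 2F passed the DEG threshold in GM-noTC, with a median log2 fold change of 1.80. With BH adjustment, 23 passed over all genes and 23 over the list alone, which is the paper's own selection from these data. Fn1 (ENSMUSG00000026193) had 1090 ± 22.2 CPM (SD, n = 2) in GM-noTC and 342 ± 69.5 CPM (SD, n = 2) in GM-TC, a log2 fold change of 1.67 (adjusted p = 2.0e-10 from edgeR). Tnf (ENSMUSG00000024401) had 28.9 ± 4.36 CPM (SD, n = 2) and 9.07 ± 1.19 CPM (SD, n = 2), a log2 fold change of 1.66 (adjusted p = 1.4e-10 from edgeR). Il6 (ENSMUSG00000025746) had 6.77 ± 1.04 CPM (SD, n = 2) and 0.252 ± 0.0718 CPM (SD, n = 2), a log2 fold change of 4.76 (adjusted p = 6.3e-09 from edgeR). The log2 fold changes of Cxcl1, Cxcl2, Mmp9 and Cx3cl1 were 4.17, 2.28, 1.26 and 1.21 (adjusted p = 1.6e-05, 9.2e-09, 0.031 and 0.00070 from edgeR). Mmp9 did not pass with DESeq2 on the libraries of the comparison, with or without a filter, and Cx3cl1 did not pass with DESeq2 on those libraries and no filter. As a percentage of the mean in the other libraries, the rise was 0.666% for Il6, 0.668% for Cxcl10, 0.677% for Cxcl2, 0.707% for Cxcl1 and 0.744% for Tnf. It was 6.79% for Cx3cl1, 37.5% for Mmp9 and 163% for Fn1. When a fixed share of the other libraries was subtracted from the noTC steady state libraries, a setting chosen after seeing the data, 13 of the 23 genes passed. Il6, Cxcl1, Cxcl2, Cxcl10 and Tnf did not, and the log2 fold change of Cxcl2 was -0.12. Il6, Cxcl1 and Cxcl10 are among the 15 genes whose median rise set this share, so their loss is no separate test of it, and Cxcl2 and Tnf are not among them.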

We also performed protein-protein interaction (PPI) analysis and found that a bunch of upregulated proinflammatory factors including CXCL1, CXCL2, CXCL10, IL6, MMP9, TNF, FN1, CX3CL1 (in red color) were cored within the network (**Figure 2F**). Similarly, KEGG functional analysis of 250 upregulated DEGs in M-noTC comparing with M-TC revealed that the top 15 upregulated biological pathways ranked by significance also included inflammation-related pathways, such as cytokine-cytokine receptor interaction, TNF signaling pathway and IL-17 signaling pathway, as well as cell proliferation and differentiation related pathways, including cell cycle and DNA replication (**Figure 2E**). 

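In M-noTC comparing with M-TC, the cytokine set had a median log2 fold change of 0.26, with 88 genes higher and 40 lower (adjusted p = 5.3e-05 from camera on edgeR's fit). It held 28 upregulated and 2 downregulated DEGs. In GM, the cytokine set still passed after the subtraction from the noTC steady state libraries. Its median there was 0.14 (adjusted p = 0.00017 from camera on edgeR's fit). In M, its median after the subtraction was 0.069 (adjusted p = 0.69 from camera on edgeR's fit). A set of 95 cell cycle genes had a median log2 fold change of 0.64, with 95 genes higher (adjusted p = 2.9e-61 from camera on edgeR's fit). Of these genes, 14 were upregulated DEGs.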

GO and Reactome enrichment analysis also confirmed that those upregulated DEGs were enriched in inflammation and cell cycle-associated terms (**Figures S2C–D**). In the PPI network, multiple inflammatory factors (IL1β, IL6, CXCL1, CXCL2 and FN1) and cell cycle/DNA replication related genes (LIG1, POLE, MCM4, MCM5, MCM10, ORC1 and CDC6) were identified as the upregulated hub genes in M-noTC group (**Figure 2G**). 

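Of the 12 inflammatory genes drawn in Figure 2G, 11 passed the DEG threshold in M-noTC, and Cxcr3 had a log2 fold change of 0.11. The figure draws the paper's own DEGs from these data, so passing again is no separate test. Il1b (ENSMUSG00000027398) had 13.2 ± 1.60 CPM (SD, n = 2) in M-noTC and 0.940 ± 0.258 CPM (SD, n = 2) in M-TC, a log2 fold change of 3.78 (adjusted p = 1.8e-13 from edgeR). Il6 had 5.69 ± 0.915 CPM (SD, n = 2) in M-noTC and lay at or under the floor in M-TC, which is at least 49.1-fold higher (adjusted p = 3.1e-10 from edgeR). The log2 fold changes of Cxcl1, Cxcl2 and Fn1 were 3.03, 1.32 and 2.53 (adjusted p = 6.9e-05, 6.9e-08 and 3.0e-08 from edgeR). As a percentage of the mean in the other libraries, the rise was 0.551% for Cxcl1, 0.659% for Il1b, 0.710% for Il6, 0.785% for Cxcl2 and 1.45% for Fn1. After the subtraction, 6 of the 12 genes passed. Il6, Il1b and Fn1 were among these (adjusted p = 0.00047, 0.0013 and 3.0e-06 from edgeR), with log2 fold changes of 1.23 for Il1b and 1.95 for Fn1. The test takes the share as exact, though it was 0.695% and 0.500% in the 2 M-noTC libraries. The rises of Il6 and Il1b lay within 1.5-fold of the median share of 0.600%. Their pass therefore does not set them apart from reads of other libraries. The log2 fold changes of Cxcl1 and Cxcl2 were -0.61 and 0.46. Il6 and Cxcl1 are among the 21 genes whose median rise set the share in M. All 12 replication genes of Figure 2G passed with and without the subtraction, with a median log2 fold change of 1.13 without it. Cdc6 (ENSMUSG00000017499) rose from 5.78 ± 1.3 CPM (SD, n = 2) to 16.7 ± 1.16 CPM (SD, n = 2), a log2 fold change of 1.54 (adjusted p = 2.5e-08 from edgeR). Lig1, Pole, Mcm4, Mcm5, Mcm10 and Orc1 had log2 fold changes of 1.10, 1.27, 1.05, 1.10, 1.04 and 1.37.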

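Genes under 1 CPM in the TC libraries at steady state and at 100 CPM or more on average in the other libraries were examined, 15 in GM and 21 in M. Their excess in noTC over TC libraries had a median of 0.675% of the mean of the other libraries in GM and 0.600% in M. In GM, 14 of the genes lay within 1.5-fold of that median, and in M 18 did. When the excess was set against the LPS level of the same cells on noTC dishes, 6 and 3 genes lay within that window. After the share was subtracted from every gene of the noTC steady state libraries, 154 of the 201 upregulated DEGs of GM and 290 of the 332 of M remained.

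**Figure D1:**
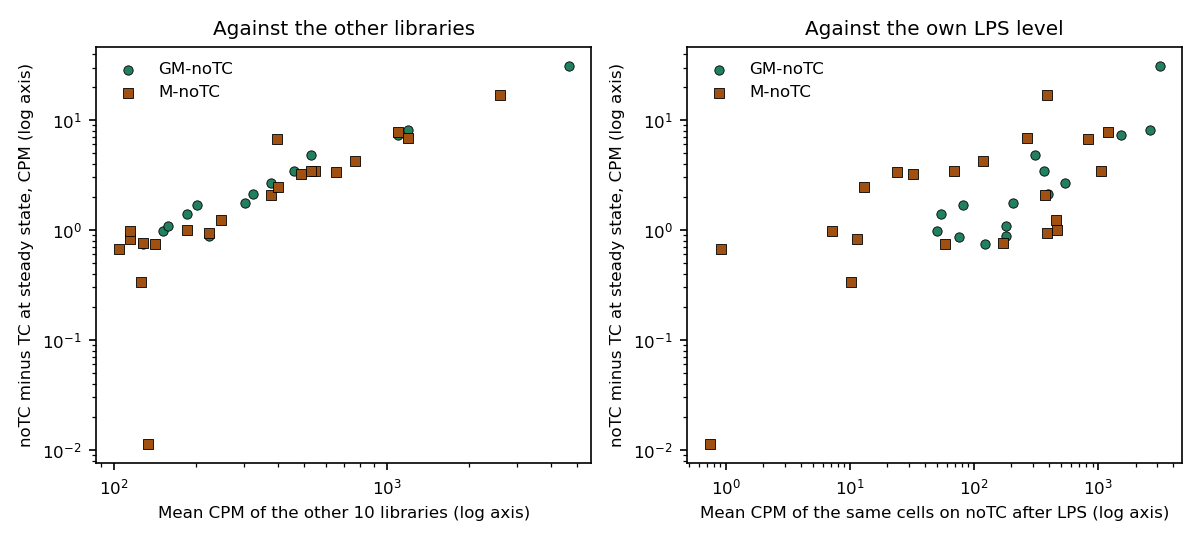
Excess of the noTC over the TC libraries at steady state in CPM, on log axes, for genes of GM (circles) and M (squares). The left panel plots it against the mean CPM of the other 10 libraries outside the TC steady state groups, where 14 of 15 genes in GM and 18 of 21 in M lie within 1.5-fold of the median share, and the right panel plots it against the mean CPM of the same cells on noTC dishes after LPS.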

Taken together, these results suggested that proinflammatory signaling was enriched in noTC cultured BMDMs regardless of polarizing growth factors. 

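The 17 sarcomere genes drawn in Figure 2F summed to 42.3 ± 18.6 CPM (SD, n = 2) in GM-TC and 75.0 ± 30.4 CPM (SD, n = 2) in M-TC, in CPM without TMM scaling. The sum was 1.35 ± 0.0912 CPM (SD, n = 2) in GM-noTC and 1.08 ± 0.00424 CPM (SD, n = 2) in M-noTC. In the TC libraries upon LPS challenge it was 0.797 ± 0.187 CPM (SD, n = 2) in GM and 1.53 ± 0.250 CPM (SD, n = 2) in M. Replicate 1 held 1.91 times the sum of replicate 2 in GM-TC and 1.80 times in M-TC. Of the 17 genes, 16 were tested, and 16 were downregulated DEGs in GM-noTC and 16 in M-noTC. Actc1 (ENSMUSG00000068614) was at least 47-fold lower in GM-noTC (adjusted p = 0.00038 from edgeR) and at least 105-fold lower in M-noTC (adjusted p = 6.5e-06 from edgeR). Its level in GM-TC was 5.46 ± 5.84 CPM (SD, n = 2), so the SD exceeded the mean. Actn2 was at least 10.5-fold and 21.1-fold lower, Csrp3 at least 4.03-fold and 8.81-fold lower, and Myl2 at least 30.6-fold and 72.1-fold lower, in GM and M. Mybpc3 (ENSMUSG00000002100) had log2 fold changes of -1.84 in GM and -3.86 in M (adjusted p = 0.023 and 1.1e-05 from edgeR). Over the fits that each left out 1 replicate, its log2 fold change in GM lay from -2.37 to -1.10. With DESeq2 on all 16 libraries, Actc1, Csrp3 and Myh6 did not pass in either cell type. In GM, Actc1, Csrp3 and Mybpc3 also did not pass when edgeR was fitted to only the libraries of the comparison, nor did Csrp3 and Mybpc3 with DESeq2 on those libraries and no filter. Myh6 (ENSMUSG00000040752) had 1352 counts in the 4 TC steady state libraries and 0 in the other 12.

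**Figure D2:**
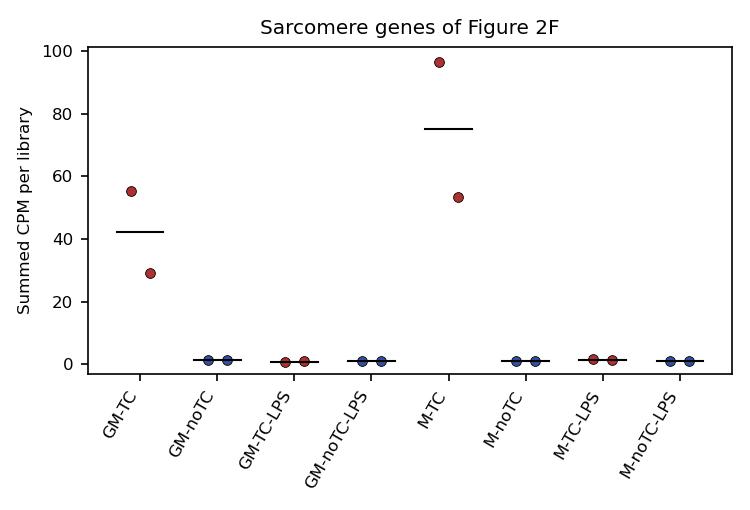
Summed CPM of the 17 sarcomere genes of Figure 2F in each of the 16 libraries (points; red, TC; blue, noTC), with the mean of each group (lines). The means are 42.3 CPM in GM-TC and 75.0 CPM in M-TC, and 1.53 CPM in M-TC-LPS, the highest of the other groups.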

Meanwhile, in the PPI network of DEGs of both GM-TC_vs_GM-noTC and M-TC_vs_M-noTC, actin cytoskeleton organization related genes such as ACTC1, ACTN2, CSRP3, MYBPC3 and MYL2 were identified as the downregulated hub genes (**Figures 2F, G**).

**Figure 2:**
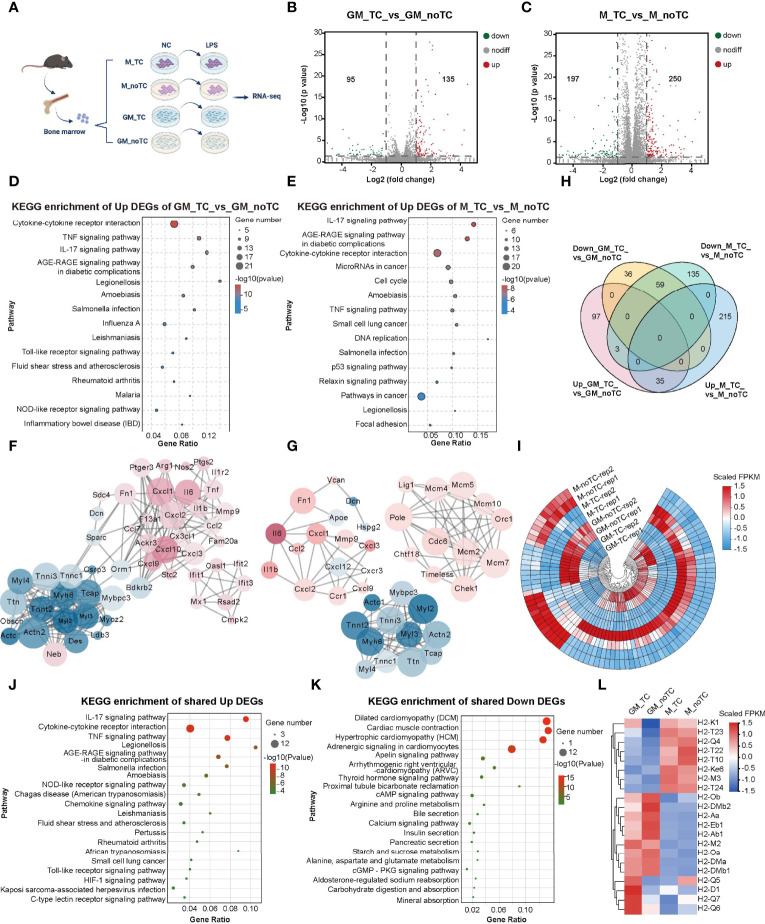
Transcriptome profiling of the impact of different culture conditions on BMDMs at steady state. **(A)** Schematic diagram of experimental workflow. GM and M cells cultured on TC and noTC dishes, in resting and 3 h LPS-stimulated states, were processed for RNA-seq analysis (n= 2 for each group). **(B, C)** The volcano plot of DEGs (fold change (FC)>2 and p<0.05) in GM-TC_vs_GM-noTC groups **(B)** and M-TC_vs_M-noTC groups **(C)**. The grey dots represent genes without significant difference between two groups, the red dots for significantly upregulated DEGs and green dots for significantly downregulated ones. **(D, E)** The top 15 category terms of KEGG analysis of upregulated DEGs in GM-TC_vs_GM-noTC groups **(D)** and M-TC_vs_M-noTC groups **(E)**. **(F, G)** PPI analysis of DEGs in GM-TC_vs_GM-noTC groups **(F)** and M-TC_vs_M-noTC groups **(G)**. Red nodes indicate upregulated DEGs in the noTC group while green ones indicate downregulated ones. The node size represents the connectivity degree. Node color represents the value of LogFC. **(H)** Venn diagram of DEGs among indicated comparison groups. **(I)** Cluster heat maps of the shared 35 upregulated and 59 downregulated DEGs in **(H)**. Rep1 and rep2 represent two biological replicates of samples for RNA-seq analysis. **(J, K)** The top 15 category terms of KEGG analysis of shared upregulated DEGs **(J)** and downregulated DEGs **(K)** in **(I)**. **(L)** Hierarchical cluster analysis for the expression of all MHC genes found in our RNA-seq analysis. For **(I, L)**, color scale represents scaled FPKM values normalized using z-score approach.

There are 59 downregulated and 35 upregulated DEGs shared in GM-BMDMs and M-BMDMs when comparing no-TC samples with their TC counterparts (**Figures 2H, I**). 

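GM and M shared 57 upregulated and 74 downregulated DEGs between noTC and TC cells at steady state. With BH adjustment they shared 39 and 41. Of the 74 shared downregulated DEGs, 33 belong to the sarcomere genes of Figure 2F or to a list of other heart genes. In the TC libraries upon LPS challenge, 41 of these DEGs were below 10% of their level in the TC steady state libraries, and 24 were below it in all 12 other libraries. Mb (ENSMUSG00000018893), from the list of heart genes, was at least 50.8-fold lower in GM-noTC and at least 85.8-fold lower in M-noTC (adjusted p = 1.9e-07 and 6.1e-09 from edgeR).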

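Among the genes upregulated on noTC dishes in both cell types, Il12b, Il6, Il23a, Cxcl1, Cxcl2, Cxcl3, Cxcl9, Cxcl11 and Il1b were not upregulated DEGs in both after the subtraction from the noTC steady state libraries. Of these, Il6 and Il1b passed in M alone, where their rises lay within 1.5-fold of the median share. Il12b, Il6, Cxcl1, Cxcl9 and, in M, Cxcl3 are among the genes whose rise set the subtracted share. Ccl2, Ccl7, Fn1, Mmp9, Il1rl1 and Il1r2 passed in both. In all, 35 of the shared upregulated DEGs remained.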

KEGG analysis of these shared 35 upregulated DEGs uncovered that IL-17 signaling pathway, cytokine-cytokine receptor interaction and TNF signaling pathway were enriched in top 15 KEGG pathways (**Figure 2J**). The top 15 KEGG terms of shared downregulated DEGs were multiple metabolic pathways and the related cAMP/cGMP signaling (**Figure 2K**). These results confirmed that culturing on noTC dish could enhance a variety of proinflammatory signal pathways in both GM- and M-BMDMs.

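In each of the 12 libraries outside the TC steady state groups, no gene at 100 CPM or more in the other libraries fell below 0.438% of its mean in those libraries. In the 4 TC steady state libraries, between 4 and 11 such genes were below 0.1%. Each side of this split holds a single dish at steady state, so the split and the dish cannot be told apart there. Il12b, the lowest gene in the M-TC libraries, rose by 16.6 on the log2 scale upon LPS challenge of M-TC. For genes that LPS induces, the LPS libraries therefore do not test the split. From the terms shared between GM and M, the paper concludes that culture on noTC dishes could enhance proinflammatory pathways in both.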

Besides, gene expression levels of MHCI and MHCII were determined. 

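All 8 genes of the MHCII family were higher in GM-noTC than in GM-TC, with a median log2 fold change of 0.48 (adjusted p = 1.8e-11 from camera on edgeR's fit). H2-Eb1 (ENSMUSG00000060586) had 204 ± 0.284 CPM (SD, n = 2) in GM-noTC and 128 ± 10.4 CPM (SD, n = 2) in GM-TC, a log2 fold change of 0.67 (adjusted p = 1.2e-06 from edgeR). H2-Ab1 and H2-Aa had log2 fold changes of 0.58 and 0.47 (adjusted p = 4.3e-06 and 7.3e-05 from edgeR). H2-Ob (ENSMUSG00000041538) had 2.49 ± 0.293 CPM (SD, n = 2) and 1.79 ± 0.253 CPM (SD, n = 2), a log2 fold change of 0.49 that did not pass the threshold (adjusted p = 0.30 from edgeR). Of the 13 MHCI genes, 12 were lower in GM-noTC, with a median log2 fold change of -0.31.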

In consistence with flow cytometry data shown in **Figure 1L**, the mRNA levels of MHCII family including H2-Ob, H2-Aa, H2-Eb1 and H2-Ab1 were higher in GM-noTC than GM-TC ones (**Figure 2L**).

### Comparison of LPS Induced Inflammatory Responses in Two Types of BMDMs Cultured on TC and noTC Dishes

Next, we evaluated the LPS induced transcriptome changes of BMDMs cultured in different conditions. As shown in **Figure S3A**, hundreds of genes were significantly influenced following LPS stimulation. There were 1195 upregulated and 2495 downregulated DEGs in GM-TC samples upon LPS challenge (GM-TC_vs_GM-TC-LPS) (**Figure S3B**) and 1258 upregulated and 3874 downregulated DEGs in M-TC-LPS comparing with M-TC (**Figure S3C**). 

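Upon LPS challenge, 1693 genes were upregulated and 1630 downregulated in GM-TC cells, and 2183 and 2340 in M-TC cells. Downregulated genes were 49.1% of the DEGs in GM-TC and 51.7% in M-TC. The scaling moved these numbers most. With library size only in place of TMM, 1155 genes were upregulated and 3259 downregulated in GM-TC, and 1192 and 5247 in M-TC. Downregulated genes were then 73.8% and 81.5% of the DEGs, and the median log2 fold change of all tested genes was -0.53 in GM-TC and -0.83 in M-TC.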

Using IPA analysis (33), significant DEGs related diseases and functions were summarized. In both LPS treated GM-TC and M-TC samples, a variety of inflammation-associated terms were predicted to be activated, including IL6, TNF, IL1β, IFNG (IFNγ), DOCK8 and IL12β (**Figures S3D, E**). KEGG functional enrichment analysis also indicated that LPS induced various proinflammatory signaling activities in both GM-TC and M-TC groups (**Figures S3F–G**).

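All 39 genes of a set of NFκB targets were higher upon LPS challenge, with a median log2 fold change of 5.52 in GM-TC and 5.90 in M-TC (adjusted p = 1.3e-126 and 2.8e-97 from camera on edgeR's fit). All 48 genes of a set of interferon stimulated genes were also higher, with medians of 4.49 and 3.57 (adjusted p = 3.3e-162 and 2.6e-88 from camera on edgeR's fit).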

The DEGs of each comparison were analyzed to find LPS induced common gene expression changes (**Figure 3A**). There were 1009 upregulated and 2118 downregulated DEGs shared in the comparison of GM-TC_vs_GM-TC-LPS and GM-noTC_vs_GM-noTC-LPS. 

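GM-noTC cells had 1669 upregulated and 1621 downregulated DEGs upon LPS challenge, and 1512 and 1275 were shared with GM-TC. With library size only, 2754 downregulated DEGs were shared.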

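M-noTC cells had 1996 upregulated and 2077 downregulated DEGs upon LPS challenge, of which 1835 and 1773 were shared with M-TC. Library size only gave 1036 and 4317 shared DEGs.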

A total of 1066 upregulated and 3218 downregulated DEGs were shared in M-TC_vs_M-TC-LPS and M-noTC_vs_M-noTC-LPS. 

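The 4 comparisons with LPS shared 1197 upregulated and 912 downregulated DEGs. Under library size only they shared 722 and 2328.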

High similarities were observed and among them 721 upregulated and 1710 downregulated DEGs were shared in all the four comparison groups regardless of growth factors and culture conditions. To deeply elaborate the influence of LPS-stimulated inflammatory responses in BMDMs under different culture conditions, we further performed comparison analysis using IPA software. There were high similarities in terms of the representative signaling pathways, upstream regulators and disease/functions across all four comparing groups (**Figures 3B–D**). In canonical pathway comparison, proinflammatory signaling pathways, such as NFκB signaling, toll-like receptor signaling, interferon signaling and IL-17 signaling were strongly activated post LPS challenge in all the comparisons (GM-TC_vs_GM-TC-LPS, GM-noTC_vs_GM-noTC-LPS, M-TC_vs_M-TC-LPS and M-noTC_vs_M-noTC-LPS) (**Figure 3B**). 

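In GM-noTC and M-noTC, the NFκB set rose by medians of 4.86 and 5.15 on the log2 scale upon LPS challenge (adjusted p = 4.2e-122 and 5.2e-97 from camera on edgeR's fit). The interferon stimulated set rose by 4.23 and 3.35 (adjusted p = 5.0e-153 and 2.2e-92 from camera on edgeR's fit). After the subtraction from the noTC steady state libraries, the medians were 5.10 and 5.63 for the NFκB set. For the interferon stimulated set they were 4.44 and 3.38. Part of the gap to the TC dishes in the NFκB set therefore depends on the noTC steady state level.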

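The cell cycle set fell upon LPS challenge in all 4 comparisons. Its median log2 fold change was -0.72 in GM-TC, -0.73 in GM-noTC, -0.62 in M-TC and -0.83 in M-noTC, with 82, 80, 76 and 84 genes lower (adjusted p = 1.3e-05, 2.4e-06, 1.5e-05 and 1.8e-09 from camera on edgeR's fit).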

Besides, immunosuppressive and cell cycle related signaling pathways post LPS challenge were commonly inhibited, including PPAR signaling, TGF-β signaling, actin cytoskeleton signaling, cyclins and cell cycle regulation and cell cycle control of chromosomal replication. Consistently, upstream regulatory factors including IFNG (IFNγ), TNF, IL1β, TLR3, TLR4, MYD88, NFκB (complex) were significantly upregulated, while PTGER4, IL10R4, IL10, PPARGC1A, MITF, SOCS1, NKX2-3 and TRIM24 were significantly downregulated in all the comparisons (**Figure 3C**). In the biological function and disease comparisons, immune cell adhesion, migration, mobility and inflammatory responses were upregulated after LPS stimulation in both GM-BMDMs and M-BMDMs cultured on both TC and noTC dishes (**Figure 3D**). These data sugggested that LPS could induce relatively comparable inflammatory responses in both TC and noTC cultured BMDMs.

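The difference between the LPS responses on noTC and TC dishes was tested as an interaction. In GM, 98 genes passed with a BH-adjusted p under 0.05, and in M 1325 genes did. After the subtraction from the noTC steady state libraries, 26 of these genes remained in GM and 1236 in M. From the shared pathways, the paper proposes that LPS induced relatively comparable inflammatory responses on both dishes.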

**Figure 3:**
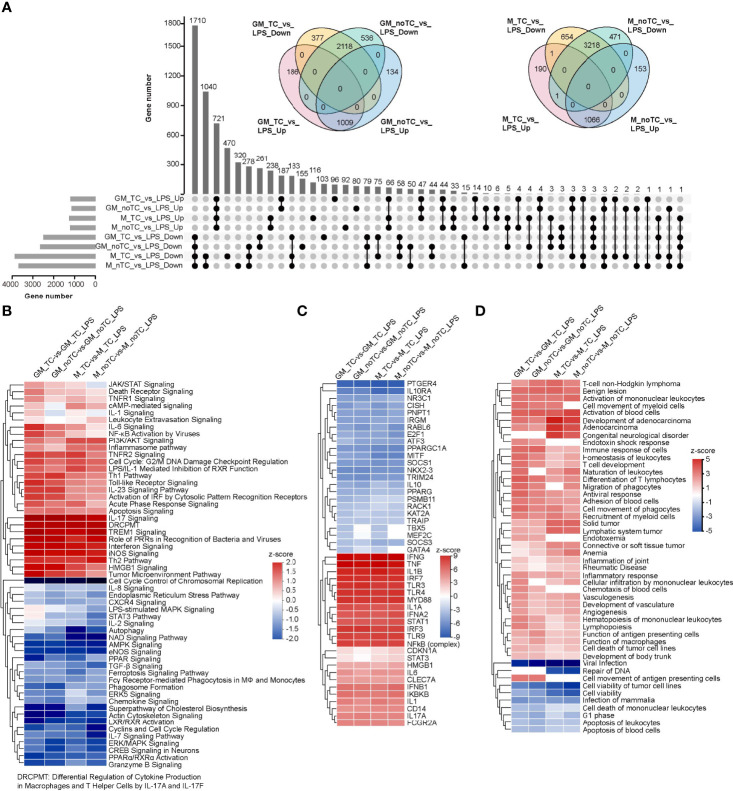
Comparative analysis of LPS induced gene and functional changes of two types of BMDMs cultured on TC and noTC dishes using IPA software. **(A)** The Upset plot showed the number of shared DEGs of the indicated comparison of BMDMs at resting state and upon LPS challenge. Venn diagram of DEGs among the indicated comparison groups were embedded in the upper panels. **(B-D)** Heatmap of the representative canonical pathways **(B)**, upstream regulators **(C)** and disease and function **(D)** between GM-TC_vs_GM-TC-LPS groups, GM-noTC_vs_GM-noTC-LPS groups, M-TC_vs_M-TC-LPS groups and M-noTC_vs_M-noTC-LPS groups. Positive z scores indicate an increase whereas negative ones indicate a reduction in LPS treated groups calculated using IPA software. n= 2 for each group.

### Comprehensive Analysis of the Influence of Culture Dish Surface on Two Types of BMDMs Upon LPS Challenge

Comparing with the gene expression profiles at steady state (**Figures 2B,C**), there were fewer DEGs (fold change > 2, p < 0.05) in the comparison of noTC and TC cultured cells upon LPS treatment (**Figure 4A**), especially for GM-TC-LPS_vs_GM-noTC-LPS comparison (36 upregulated and 36 downregulated DEGs), which indicated that the influence of culture dish surface on gene expression was weakened upon LPS challenge. 

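Between noTC and TC cells upon LPS challenge, 70 and 75 genes were upregulated and downregulated in GM, and 229 and 125 in M. With BH adjustment, 22 and 15 passed in GM and 146 and 81 in M. Downregulated genes were 35.3% of the DEGs in M, and 24.2% with library size only. Arg1 (ENSMUSG00000019987) had 186 ± 29.7 CPM (SD, n = 2) in GM-noTC-LPS and 28.8 ± 13.0 CPM (SD, n = 2) in GM-TC-LPS, a log2 fold change of 2.68 (adjusted p = 5.7e-10 from edgeR). Dcn, Hspg2 and Col5a2 had the largest decreases in GM among genes past the adjusted threshold without overlap between the groups, with log2 fold changes of -3.79, -3.30 and -3.0 (adjusted p = 0.0091, 0.030 and 0.029 from edgeR). Their levels in GM-TC-LPS were 2.35 ± 1.94 CPM (SD, n = 2), 1.21 ± 0.922 CPM (SD, n = 2) and 1.55 ± 1.61 CPM (SD, n = 2), so that the replicates differed by more than their mean. In M, Fat3 (ENSMUSG00000074505) rose by 2.90 and Steap4 (ENSMUSG00000012428) fell by 2.05 on the log2 scale (adjusted p = 4.0e-07 and 3.3e-06 from edgeR). Pgm5 was at least 8.24-fold higher in M-noTC-LPS (adjusted p = 0.00063 from edgeR), and it did not pass with DESeq2 (adjusted p = 1). From the smaller number of DEGs, the paper reasons that the influence of the dish surface was weakened upon LPS challenge.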

To better elucidate the possible impact of different culture conditions on macrophage functions (**Figure 4B**), DEGs with fold change > 1.5 (p < 0.05) were extracted from RNA-seq data of LPS challenged different types of BMDMs (**Figure 4A**). There are 113 upregulated and 58 downregulated DEGs in GM-noTC-LPS comparing with GM-TC-LPS, while 468 upregulated and 183 downregulated DEGs in M-noTC-LPS comparing with M-TC-LPS group. 

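At a fold change above 1.5, GM-noTC-LPS cells had 204 upregulated and 119 downregulated DEGs comparing with GM-TC-LPS. M-noTC-LPS cells had 599 and 317 comparing with M-TC-LPS. With BH adjustment, 87 and 22 passed in GM and 442 and 242 in M. With library size only, the numbers were 190 and 133 in GM and 814 and 234 in M.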

KEGG enrichment analysis of the upregulated DEGs of GM-TC-LPS_vs_GM-noTC-LPS indicated that inflammatory signaling pathways and diseases, as well as cell adhesion associated signaling, were ranked at top 15 KEGG terms (**Figure 4C**). 

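In GM-noTC-LPS comparing with GM-TC-LPS, the cytokine set had a median log2 fold change of 0.061, with 87 genes higher and 49 lower (adjusted p = 0.00064 from camera on edgeR's fit). A set of 103 cell adhesion genes had a median of -0.0083, with 50 higher and 53 lower (adjusted p = 0.071 from camera on edgeR's fit). The adhesion median was 0.0011 with DESeq2's size factors, and -0.027 with library size only, where the set passed the threshold. Camera compares a set with the other genes, and its direction was not kept. The pass therefore does not show that the set was lower. At a fold change above 1.5, the adhesion set held 10 upregulated and 9 downregulated DEGs.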

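In M-noTC-LPS comparing with M-TC-LPS, the cell cycle set had a median log2 fold change of 0.46, with 90 genes higher and 5 lower (adjusted p = 2.1e-29 from camera on edgeR's fit). At a fold change above 1.5, 29 of its genes were upregulated DEGs, and 4 genes were so at a fold change above 2.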

For LPS stimulated M-BMDMs, the top 15 upregulated KEGG pathways included cell cycle, DNA replication, mismatch repair and several metabolic pathways (**Figure 4D**). These data suggested that culture condition interfered signaling pathways were different in GM-CSF and M-CSF differentiated BMDMs post LPS challenge, pointing to the diverse impacts of culture dish on gene expression at inflammatory state. Furthermore, we compared the DEGs in LPS challenged GM-BMDMs and M-BMDMs (**Figure 4E**). 

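Whether the dish effect upon LPS challenge differed between GM and M was tested as an interaction, and 1324 genes passed a BH-adjusted p of 0.05. With library size only, 935 of these genes passed. The cell cycle set differed by a median of 0.28 on the log2 scale, higher in M for 83 of 95 genes (adjusted p = 3.2e-11 from camera on edgeR's fit).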

In consistent with the above functional analysis, there were only 21 upregulated and 4 downregulated shared genes in the comparison, suggesting the dissimilarity of culture dish-dependent responses in GM-BMDMs and M-BMDMs post LPS treatment. 

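GM and M shared 39 upregulated and 9 downregulated DEGs between noTC and TC cells upon LPS challenge, at a fold change above 1.5. With BH adjustment they shared 18 and 2.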

Among the 21 shared upregulated DEGs, Mthfd1l, Adssl1 and St3gal6, which were related to anabolism and Dhrs9, which was related to retinol metabolism were included (**Figure 4F**). 

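Of the 21 genes drawn in Figure 4F, 20 were tested and all of these were higher on noTC dishes in both cell types. The figure draws the paper's shared upregulated DEGs from these data, so their direction is no separate test. Mthfd1l, Adssl1, St3gal6 and Dhrs9 had log2 fold changes of 0.63, 0.81, 0.82 and 0.90 in GM (adjusted p = 0.0051, 8.1e-05, 0.039 and 1.9e-05 from edgeR). In M their log2 fold changes were 0.86, 0.62, 0.65 and 1.50 (adjusted p = 4.2e-06, 3.8e-05, 0.035 and 5.6e-10 from edgeR). Mthfd1l in GM did not pass with DESeq2 on the libraries of the comparison, with or without a filter, and St3gal6 did not pass in either cell type with DESeq2 on those libraries and no filter. St3gal6 in M also did not pass with DESeq2 on all 16 libraries.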

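Of the 17 genes drawn in Figure 4G, 16 were upregulated DEGs upon LPS challenge in each of GM-TC, GM-noTC, M-TC and M-noTC. Irf3 was not an upregulated DEG, with log2 fold changes of 0.039, 0.017, -0.31 and -0.32 in that order (adjusted p = 0.70, 0.88, 0.0029 and 0.0020 from edgeR), so it fell in M-TC and M-noTC.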

Under both TC and noTC culture conditions, LPS induced TLR4-MyD88 and TRIF/IRF dependent signaling pathways (30) were upregulated in GM-BMDMs and M-BMDMs (**Figure 4G**). 

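In M-noTC-LPS, Ifnb1 (ENSMUSG00000048806) had 15.1 ± 0.984 CPM (SD, n = 2) against 6.71 ± 0.786 CPM (SD, n = 2) in M-TC-LPS, a log2 fold change of 1.17 (adjusted p = 6.3e-05 from edgeR). Ccl2 and Ifit3 had log2 fold changes of 0.33 and 0.20 (adjusted p = 0.0023 and 0.0087 from edgeR). Ifit2 had a log2 fold change of 0.13 (adjusted p = 0.18 from edgeR), and it passed the threshold in 3 of 8 alternatives. Ifit1 had 4415 ± 29.6 CPM (SD, n = 2) and 4403 ± 131 CPM (SD, n = 2), a log2 fold change of 0.0041 (adjusted p = 0.97 from edgeR) that was -0.016 with DESeq2's size factors. Tnf and Ccl5 had log2 fold changes of -0.22 and -0.36 (adjusted p = 0.014 and 7.0e-05 from edgeR), and Tnf did not pass with library size only. Irf7 had a log2 fold change of -0.20 that did not pass (adjusted p = 0.063 from edgeR), and it passed in 7 of 8 alternatives.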

The expression levels of TRIF-dependent Ifnb1, Ccl2 and interferon stimulating genes (ISGs) such as Ifit1, Ifit2, Ifit3 were higher whereas Irf7, Tnf and Ccl5 were lower in M-noTC-LPS comparing with M-TC-LPS. Meanwhile, the expression of MyD88 dependent signalings such as IL23a (IL23α), IL1b (IL1β) and IL1a (IL1α) were upregulated in GM-noTC-LPS comparing with GM-TC-LPS. These data indicated that under the LPS challenge, the gene expression changes caused by culture dishes were largely dependent on differentiation growth factors.

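In GM-noTC-LPS, Il23a (ENSMUSG00000025383) had 62.5 ± 4.33 CPM (SD, n = 2) against 41.0 ± 4.57 CPM (SD, n = 2) in GM-TC-LPS, a log2 fold change of 0.61 (adjusted p = 0.00044 from edgeR). Il1b had 6411 ± 16.1 CPM (SD, n = 2) and 6164 ± 308 CPM (SD, n = 2), a log2 fold change of 0.057 (adjusted p = 0.76 from edgeR). Il1a had 7895 ± 50.2 CPM (SD, n = 2) and 7283 ± 214 CPM (SD, n = 2), a log2 fold change of 0.12 (adjusted p = 0.54 from edgeR). Neither Il1b nor Il1a passed the threshold.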

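Among these genes, the dish effect upon LPS challenge differed between GM and M for Il1b, Ccl2, Ifit2 and Ccl5. The differences of M minus GM were -0.72, 0.42, 0.30 and -0.26 on the log2 scale (adjusted p = 5.4e-06, 0.011, 0.043 and 0.043 from edgeR). Ifit2 did not pass with DESeq2's size factors or with DESeq2 on all 16 libraries, and Ccl5 did not pass with library size only. For Ifnb1, Ifit3, Tnf, Il1a, Il23a, Irf7 and Ifit1 the difference did not pass (adjusted p = 0.073, 0.080, 0.051, 0.21, 0.56, 0.69 and 0.79 from edgeR), while Tnf passed in 7 of 8 alternatives, Ifnb1 and Il1a each in 4 and Ifit3 in 3. For Irf7 the difference was -0.089, and 0.017 with library size only. From these genes, the paper concludes that the changes caused by culture dishes depended largely on the growth factor.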

**Figure 4:**
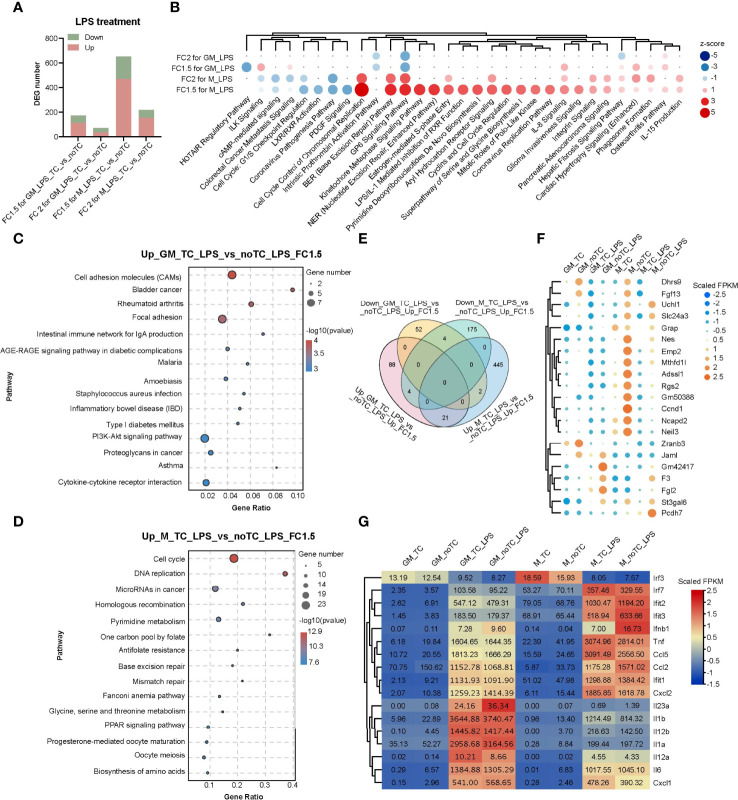
Transcriptome analysis of the influence of different culture dishes on BMDMs under LPS treatment. **(A)** Bar chart of DEGs among different groups. Fold change > 2 or 1.5 and p-value < 0.05 (n= 2 for each group). **(B)** The top canonical pathway comparison analysis of the DEGs (FC > 2 or 1.5 and p < 0.05) in **(A)**. FC2 for GM_LPS means GM-TC-LPS vs GM-noTC-LPS (FC > 2 and p < 0.05) groups. Others were named in the same way. Positive z scores indicate an increase whereas negative ones indicate a reduction in LPS treated noTC cultured groups calculated using IPA software. **(C, D)** The top 15 category terms of KEGG analysis of upregulated DEGs in GM-TC-LPS_vs_GM-noTC-LPS groups **(C)** and M-TC-LPS_vs_M-noTC-LPS groups **(D)**. **(E)** Venn diagram of DEGs among indicated comparison groups. **(F)** Cluster heatmap analysis of the shared 21 upregulated DEGs in **(E)**. **(G)** Heat map analysis of classical proinflammatory factors in LPS-related pathways of each group. For **(F, G)**, color scale represents scaled FPKM values normalized using z-score approach.

### IPA Comparison of the Influence of Culture Dish Surface on BMDMs at Steady State and Post LPS Stimulation

In order to comprehensively illustrate the effects of dish surface on the gene expression profiles of BMDMs in both steady state and LPS-stimulated inflammatory state, we utilized IPA software to conduct further comparative analysis (**Figure 5**). In canonical pathway analysis, most inflammation-associated signal pathways were upregulated in noTC cultured BMDMs, at both basal level and after LPS stimulation, including HMGB1 signaling, osteoarthritis pathway, p38 MAPK signaling, IL8 signaling and TREM1 signaling. The anti-inflammatory function related LXR/RXR activation and cell cycle related G1/S checkpoint regulation were downregulated (**Figure 5A**). In the upstream regulator comparison, certain regulatory factors were intensively upregulated across all the comparison groups, including CSF2, IL5, CD38, ZBTB10, IFNG, MAP3K8, IL33, IL4, NOTCH1, IRF1, HIF1A, STAT1, LCN2, AR, FOXO1, EGFR, IL17A, PTGER2, CASR, VDR, TNFSF12 and AGER, while the downregulated factors included IL10RA, NOSTRIN, SIRT1 and IL10. However, IL6, OSM, CHUK, NOS2, IKBKB and CCR2 were clustered to be upregulated at the steady state but downregulated post LPS stimulation in both GM-BMDMs and M-BMDMs cultured on noTC dishes comparing with those on TC dishes (**Figure 5B**). The activated and inhibited gene networks mastered by proinflammatory IFNG (IFNγ) and anti-inflammatory IL10RA were shown in **Figure 5C**. 

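Itgb7 (ENSMUSG00000001281) was higher on noTC dishes upon LPS challenge, with log2 fold changes of 0.68 in GM and 0.44 in M (adjusted p = 2.9e-05 and 0.00020 from edgeR). Mmp9 had log2 fold changes of -0.043 in GM and 0.66 in M (adjusted p = 0.97 and 0.070 from edgeR), and in M it passed in 3 of 8 alternatives. Pecam1 and H2-Ob, the mouse gene for HLA-DOB, rose by 0.88 and 0.88 in GM (adjusted p = 0.014 and 0.033 from edgeR), and H2-Ob did not pass with DESeq2. In M neither passed (adjusted p = 0.73 and 0.95 from edgeR). Col1a1 had log2 fold changes of -2.0 in GM and -1.14 in M (adjusted p = 0.032 and 0.16 from edgeR). In GM it did not pass with DESeq2 on the libraries of the comparison and no filter, and its level in GM-TC-LPS was 2.18 ± 1.45 CPM (SD, n = 2).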

The adhesion related gene ITGB7 was connected with IL10RA, whereas migration related gene MMP9 and adhesion related genes (COL1A1, PECAM1 and HLA-DOB) were connected with IFNG. In the biological function and disease comparison, the terms related to cell adhesion, such as cell infiltration by phagocytes, cell movement of macrophages, and recruitment of phagocytes, were all upregulated in noTC cultured BMDMs under both steady state and LPS challenge (**Figure 5D**). These data suggested that under resting and stimulated conditions, there were some shared upregulated canonical pathways, upstream regulators and disease/functions, mainly inflammation associated ones, regardless of differentiation and polarizing growth factors. However, dissimilarity of the influence of culture conditions in GM-BMDMs and M-BMDMs also existed, in which some of them relied on cell states (LPS challenge or not) and others depended on growth factors (GM-CSF and M-CSF).

**Figure 5:**
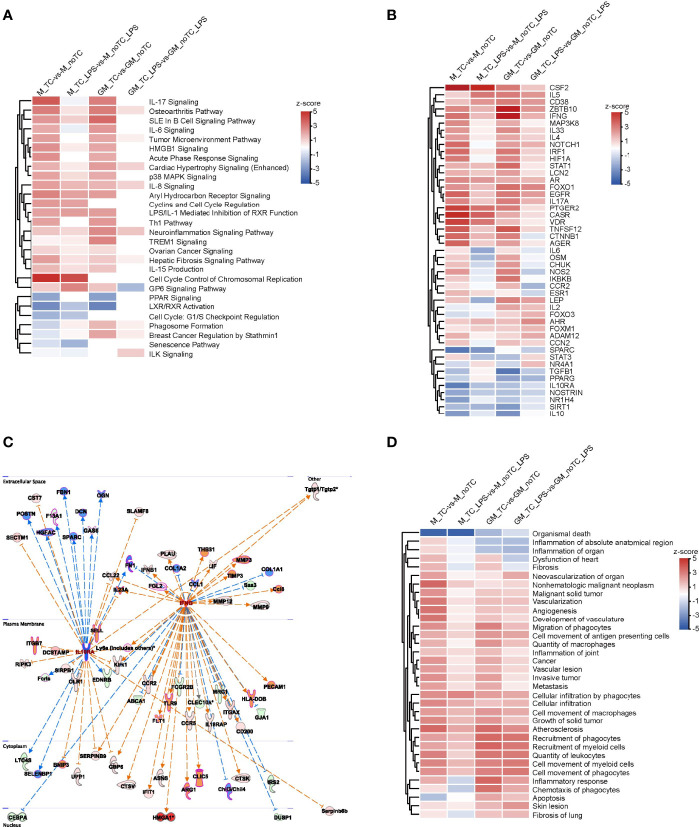
The effects of different culture dishes under the resting and inflammatory states for BMDMs by IPA comparison. **(A, B, D)** Canonical pathway comparison **(A)**, Upstream regulator comparison **(B)**, and Disease and biological function comparison **(D)** were conducted by comparing significant differences between M-TC vs M-noTC groups, M-TC-LPS vs M-noTC-LPS groups, GM-TC vs GM-noTC groups and GM-TC-LPS vs GM-noTC-LPS groups. Positive z scores indicate an increase whereas negative ones indicate a reduction in the noTC cultured BMDMs calculated using IPA software. **(C)** These selected upstream regulator gene networks of the anti-inflammatory factor (IL10R) and proinflammatory factor (IFNG) and relationship for the related DEGs between the GM-TC-LPS vs GM-noTC-LPS groups and M-TC-LPS vs M-noTC-LPS groups. n= 2 for each group. The edges connecting the nodes are colored orange when upstream regulators have activating effects on their target genes and blue when they have inhibiting effects.

### Cell Adhesion, Cell Cycle and Cytokines Were Centered on the Similarities of BMDMs Under Different Culture Conditions and Cell Status

Although relatively high similarities of gene expression patterns existed when comparing no-TC-BMDMs with their counterparts, there were also certain differences. Based on the above functional analysis, cytokine response, cell adhesion and cell cycle associated signaling pathways were the most prominent differences. For noTC cultured BMDMs, both at steady state and after LPS challenge (**Figure 6A**), cell adhesion related gene numbers were higher in GM-noTC group comparing with GM-TC group, while no obvious preference was observed for M-TC and M-noTC groups. 

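At steady state, the adhesion set held 11 upregulated and 5 downregulated DEGs in GM-noTC, and 10 and 8 in M-noTC. Upon LPS challenge it held 2 upregulated and 9 downregulated DEGs in GM-noTC-LPS at the same threshold. In M-noTC-LPS it held 6 and 2 at that threshold, and 10 and 3 at a fold change above 1.5. Its median log2 fold change at steady state was 0.12 in GM and 0.15 in M (adjusted p = 2.3e-06 and 0.029 from camera on edgeR's fit). With no filter the median in GM fell to 0.013, and the set still passed (adjusted p = 0.0075 from camera on edgeR's fit). In M the set did not pass with no filter, where the median was 0. The difference between M and GM in this set had medians of -0.020 at steady state and 0.0053 upon LPS challenge (adjusted p = 0.54 and 0.70 from camera on edgeR's fit), and the latter was -0.024 with DESeq2's size factors, against -0.031 for all tested genes.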

On the contrary, M-noTC (24%) and M-noTC-LPS (57%) had the majority of cell cycle related genes, which was higher than M-TC and M-TC-LPS groups (**Figure 6B**). 

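In GM, the cell cycle set held 0 upregulated DEGs at steady state and 0 upon LPS challenge, where 2 passed at a fold change above 1.5. Its median log2 fold change was 0.16 at steady state, with 82 genes higher, and 0.17 upon LPS challenge, with 78 higher (adjusted p = 4.1e-08 and 3.1e-08 from camera on edgeR's fit). The difference between M and GM at steady state had a median of 0.47, with 93 genes higher in M (adjusted p = 2.6e-33 from camera on edgeR's fit).

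**Figure D3:**
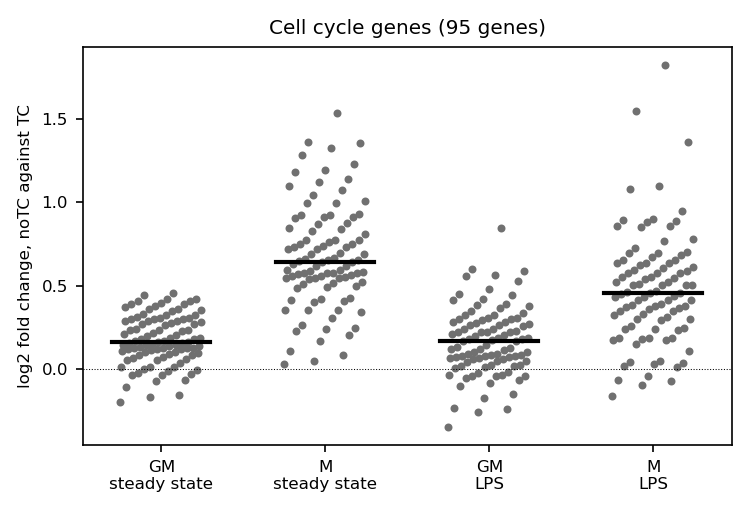
Log2 fold change of noTC against TC cells for the 95 cell cycle genes (points) and their median (lines), in GM and M at steady state and upon LPS challenge. The medians are 0.16 in GM and 0.64 in M at steady state, and 0.17 and 0.46 upon LPS challenge.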

Similar pattern was noticed in GM-noTC samples but cell cycle related genes in them were too few to draw conclusion. Consistent with the shared upregulated “cytokine-cytokine receptor interaction” function in noTC samples at steady state, cytokine related gene numbers in GM-noTC and M-noTC groups were higher than GM-TC and M-TC groups at steady state (**Figure 6C**). 

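After the subtraction from the noTC steady state libraries, the cytokine set held 8 upregulated and 5 downregulated DEGs in GM-noTC, and 14 and 4 in M-noTC. As a set it still passed in GM, with a median of 0.14, and did not pass in M, with a median of 0.069 (adjusted p = 0.00017 and 0.69 from camera on edgeR's fit).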

Besides, the overall expression levels of genes related to cell cycle, cell adhesion and cytokine production were also higher in the indicated noTC cultured BMDMs (**Figures 6D-F**). 

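In M upon LPS challenge, the cytokine set had a median log2 fold change of -0.0029, with 68 genes higher and 68 lower, and the adhesion set had a median of 0.0052 (adjusted p = 0.54 and 0.10 from camera on edgeR's fit). With library size only the cytokine median was 0.053, below the 0.081 of all tested genes.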

Consistently, immune cell adhesion associated gene network was activated in GM_noTC_LPS group comparing with GM_TC_LPS group in IPA analysis (**Figure 6G**). 

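Of the 16 genes drawn in Figure 6G, 15 were tested, and 13 were higher and 2 lower in GM-noTC-LPS. With BH adjustment, 13 passed over all genes and 15 over the list alone. The list is the paper's own selection from these data, so this is no separate test.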

Based on DEGs of M_TC_LPS_vs_M_noTC_LPS, the cell cycle related gene network including the upstream regulators CCND1 and MYC and connected DEGs (**Figure 6H**), as well as the indicated cell phases and connected DEGs (**Figure 6I**), were enriched in M_noTC_LPS group. 

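Ccnd1 (ENSMUSG00000070348) had 48.2 ± 6.20 CPM (SD, n = 2) in M-noTC-LPS and 14.2 ± 0.0374 CPM (SD, n = 2) in M-TC-LPS, a log2 fold change of 1.77 (adjusted p = 1.7e-10 from edgeR). Myc (ENSMUSG00000022346) had 8.75 ± 0.754 CPM (SD, n = 2) and 18.3 ± 0.527 CPM (SD, n = 2), and fell by 1.07 on the log2 scale (adjusted p = 2.4e-06 from edgeR). Of the 31 genes drawn in Figure 6H, 26 were higher and 5 lower in M-noTC-LPS. Of the 48 genes drawn in Figure 6I, 47 were tested, with 39 higher and 8 lower. These networks too are drawn from the paper's DEGs of these data.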

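The median of the cell cycle set in M at steady state was 0.65 after the subtraction from the noTC steady state libraries. It was 0.57 after regression of the log2 fold changes on transcript length, GC content and mean abundance. From these functional terms, the paper concludes that noTC cultured GM-BMDMs were biased toward cell adhesion and M-BMDMs toward cell cycle progression.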

In conclusion, at both steady and inflammatory states, noTC cultured GM-BMDMs were biased to upregulate the function of cell adhesion and M-BMDMs were prone to enhance the cell cycle progression, pointing to the differential influences of culture dish surfaces on the functions of different macrophage populations.

**Figure 6:**
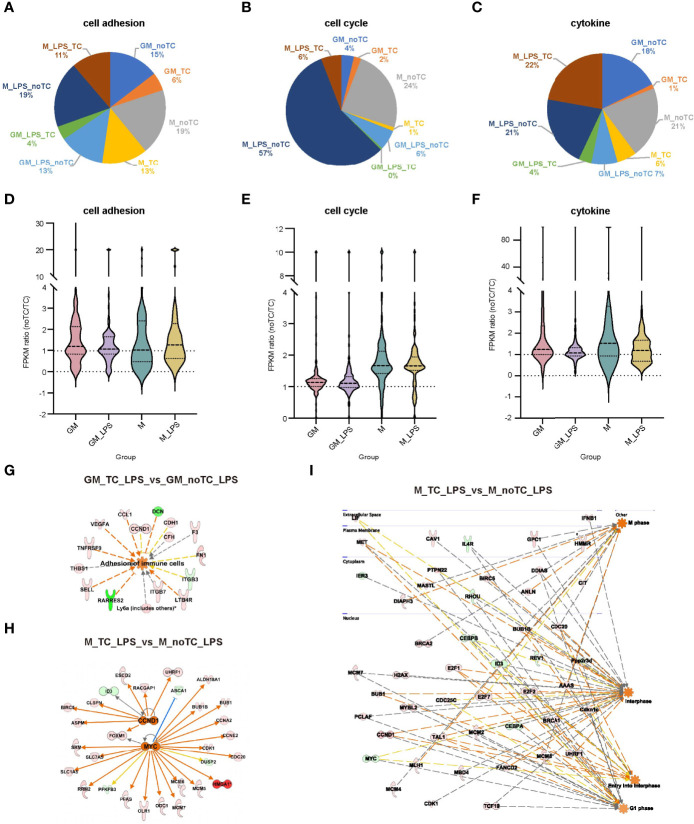
The gene expression profiles related to cell adhesion, cell cycle and cytokines exhibited similar trends in BMDMs. **(A–C)** The gene number distribution of DEG related to cell adhesion **(A)**, cell cycle **(B)** and cytokine **(C)** in the comparison of noTC and TC groups of GM and M at resting state and post LPS challenge. **(D–F)** The fpkm ratio (noTC/TC) of total enriched DEGs of the indicated functional terms of GM and M at both resting state and post LPS challenge. **(G)** The predicted upregulated adhesion related functional gene network of “adhesion of immune cells” using IPA software. Orange indicates upregulated upstream regulators/function in GM-noTC-LPS comparing with GM-TC-LPS. Green indicates downregulated DEGs while red indicates upregulated DEGs in GM-noTC-LPS. **(H–I)** The predicted upregulated cell cycle related upstream regulators including CCND1 and MYC **(H)** and functions such as M phase, interphase, entry into interphase and G1 phase **(I)** and their DEG network diagram in M-TC-LPS_vs_M-noTC-LPS comparison using IPA software. Orange indicates upregulated upstream regulators/function in M-noTC-LPS comparing with M-TC-LPS. Green indicates downregulated DEGs while red indicates upregulated DEGs in M-noTC-LPS. The edges connecting the nodes are colored orange when upstream regulators have activating effects on their target genes and blue when they have inhibiting effects.

## Discussion

Establishing the optimal culture conditions and cell detaching methods is indispensable for macrophage phenotypic and functional studies. Several reports compared different dissociation methods in M-CSF primed monocyte-derived macrophages challenged with or without IL4 or LPS+IFNγ (7, 8). The influence of different culture conditions (collagen coated 2D surfaces vs collagen 3D scaffold) on certain macrophage populations was also discussed (34, 35). However, the detailed elucidation of the influence of these two aspects, especially TC and noTC culture dishes, to macrophage gene expression and function remains to be determined. In the present study, we compared different detaching methods and found that accutase was the optimal approach for the detachment of M-CSF and GM-CSF differentiated BMDMs with high cell viability and intact cell surface markers. For GM-BMDMs cultured on TC dishes which have strongest adherent capacity, accutase digestion followed by removing dead nonfunctioning cells with a density gradient centrifugation could further enhance the percentage of viable cells. In addition, we performed RNA-seq analysis of GM-BMDMs and M-BMDMs cultured on TC and noTC dishes with or without LPS challenge. Bioinformatic analysis of gene expression patterns at the steady state identified the proinflammatory tendency of BMDMs grown on noTC dishes. Furthermore, the similarity and dissimilarity of the gene expression profiles with different dish surfaces and cell states (steady state and LPS challenge) were also identified. The culture dish-dependent and -independent functions of GM-BMDMs and M-BMDMs were elaborated. Among them, cell adhesion, cytokine and cell cycle associated terms were centered in culture dish-dependent changes.

Preparation of single cell suspension with high cell viability was pivotal to study macrophage functions *in vitro* and to harvest high-quality CAR-engineered macrophage (CAR-M) for disease treatment. The current study compared the efficiency of four different detaching approaches for GM-BMDMs and M-BMDMs grown on TC and noTC dishes with detailed processing protocols. Accutase was suggested as the optimal detaching method and if necessary, density gradient centrifugation to remove cell debris and dead cells was suggested to enrich viable cells. Besides, RNA-seq analyses were performed to explore the gene expression changes caused by culture dish surfaces with different BMDMs under resting and LPS treatment. The noTC-BMDMs exhibited more proinflammatory characters, representing the culture dish-dependent effects. In terms of LPS responsiveness, TC cultured BMDMs did not differ a lot from noTC cultured ones. However, some cell functions such as cell adhesion and cell cycle were interfered, partially dependent on differentiation growth factors (GM-CSF and M-CSF). Therefore, more attentions need to be paid for culture dish selection when certain macrophage functions are studied. Our current study provided the comprehensive and valuable reference information for the related macrophage studies.

Macrophages are widely distributed in tissues, body cavities and mucosal surfaces (36). The surrounding microenvironment is important for cell lineage growth and adequate reconstitution of microenvironment for culturing macrophage *in vitro* is necessary to mimic *in vivo* macrophage behaviors and functions. The mechanical properties of the environment, especially stiffness, are considered as the important parameter in achieving appropriate physiological functions of macrophages (37). Most organs and biological tissues in the body are soft viscoelastic materials with elastic moduli ranging from 1.0×10^2^ Pa in brain to 1.0×10^5^ Pa within soft cartilage. The tissue stiffness surrounding macrophages *in vivo* has certain impacts on their maturation/polarization (38). The TC dishes commonly used for *in vitro* cell culture have a modulus of about 1.0×10^9^ Pa while the modulus of noTC dishes is between 3.0-3.6×10^9^ Pa. The influence of TC and noTC dishes on the cultured BMDMs might partially result from the difference of the stiffness (3-fold difference). Nowadays, not only TC and noTC dishes with high stiffness are commonly used for 2D cell culture, but also the materials with low stiffness such as type I collagen, Matrigel and polyacrylamide gel are also employed to mimic 3D tissue environment for macrophage maturation/polarization (39–41). It has been reported that the 3D environments with different stiffness have great influences on the polarization of macrophages (37, 42). Specifically, low stiffness matrix promoted macrophages transforming into classically activated proinflammatory type M1, while moderate stiffness matrix is in favor of the alternatively activated anti-inflammatory type M2 (34, 35, 43). Therefore, we could speculate that stiffness strength could be tightly correlated with gene expression changes we observed, which could also be used to predict macrophage behaviors *in vivo*. However, this hypothesis needs to be further verified both *in vitro* and *in vivo*.

In summary, we performed systematic evaluation of four commonly used detaching methods for GM-CSF and M-CSF primed BMDMs cultured on TC and noTC dishes treated with or without LPS. High-throughput RNA-seq analysis was utilized to comprehensively analyze the influence of culture dish surfaces on macrophage gene expression profiles and functions. The optimal processing protocol was given and the culture dish-dependent and -independent effects were elucidated to help the selection of culture dishes for studies in different macrophage populations.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The name of the repository and accession number can be found below: National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO), https://www.ncbi.nlm.nih.gov/geo/, GSE198821.

## Ethics Statement

The animal study was reviewed and approved by the Committee of Experimental Animals of School of Medicine and Pharmacy, Ocean University of China (OUCSMP-20181002).

## Author Contributions

All authors participated in interpreting the whole data. CZ designed and supervised the study; QS, YZ, YX, QZ, ZW, LZ, and LW performed and evaluated individual experiments; QS and YZ performed bioinformatical analyses; QS, YZ, MZ, SL, WP, XL, and CZ wrote the manuscript with the contributions from all the authors. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by Major Program of National Natural Science Foundation of China (81991525) and Key R&D Program of Shandong Province (2020CXGC010503).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Culture Dish Surface Influences the Phenotype and Dissociation Strategy in Distinct Mouse Macrophage Populations
**Source:** Front Immunol. 2022 Jul 6;13:920232. doi: 10.3389/fimmu.2022.920232
**Supplement:** Supplementary file 1

Supplementary Material

# Figure legends

**Figure S1. The influence of gradient centrifugation and LPS treatment on cell distribution and gene expression of BMDMs.**

(A) The percentages of CD11b^+^Ly6C^+^, CD11b^hi^MHCII^+^, CD11b^hi/+^MHCII^low/-^, and CD11b^+^MHCII^hi^ subpopulations dissociated by EDTA (control group) or accutase at different temperatures and treatment time in the GM-TC samples (n = 4 for each group). RT_10 min means incubation with accutase for 10 min at RT, RT_5 min +37°C_5 min means incubation for 5 min at RT followed by 5 min at 37°C, and RT_5 min+37°C_10 min means incubation for 5 min at RT followed by 10 min at 37°C. Unpaired two-way ANOVA analysis was performed. (B-C) The live cell percentages before and after gradient centrifugation to remove dead cells (n = 3 for each group). Paired student’s t test. (D-G) The percentages of CD11b^+^Ly6C^+^, CD11b^hi^MHCII^+^, CD11b^hi/+^MHCII^low/-^ and CD11b^+^MHCII^hi^ subpopulations in the GM-TC samples dissociated by EDTA (D) or accutase (F) before and after gradient centrifugation. MFI values of F4/80, MHCII, CD11b and Ly6C in the GM-TC samples dissociated by EDTA (E) or accutase (G) before and after gradient centrifugation. Paired two-way ANOVA analysis. (H) The live cell percentages of GM-TC, GM-noTC and M-TC cells at resting state (NC) and post 3 h LPS treatment (LPS) dissociated by accutase followed by mechanical steps (n = 4 for each group). Unpaired one-way ANOVA analysis. (I-N) The percentages of CD11b^hi^MHCII^+^ (I), CD11b^hi/+^MHCII^low/-^ (J), CD11b^+^Ly6C^+^ (K) and CD11b^+^MHCII^hi^ (L) subpopulations in GM-TC samples and CD11b^+^MHCII^low/-^ (M) and CD11b^+^MHCII^hi/+^ (N) subpopulations in M-TC post LPS challenge. Unpaired student’s t test. (O-R) MFI values of F4/80 (O), MHCII (P), CD11b (Q) and Ly6C (R) in the CD11b+ populations of GM-TC and M-TC samples. Unpaired one-way ANOVA analysis. * p< 0.05 is considered significant.

**Figure S2. Functional enrichment analysis of DEGs between TC and noTC cultured BMDMs at steady state.**

(A) and (C). GO enrichment analysis of the upregulated DEGs in GM-TC vs GM-noTC comparison (A) and M-TC vs M-noTC comparison (C). (B) and (D). Reactome analysis of upregulated DEGs in GM-TC vs GM-noTC comparison (B) and M-TC vs M-noTC comparison (D).

**Figure S3. Transcriptome analysis of LPS induced-proinflammatory responses for BMDMs cultured on TC dishes.**

(A) Bar chart of DEGs among different groups. Fold change > 2 and p < 0.05. (B-C) The volcano plot of DEGs in GM-TC vs GM-TC-LPS groups (B) and M-TC vs M-TC-LPS groups (C). (D-E) The graphical summary of significant changes in GM-TC vs GM-TC-LPS groups (D) and M-TC vs M-TC-LPS groups (E) by IPA analysis. Symbols of target cytokines, canonical signaling and immune cell regulation in red indicate a predicted increase or activation. (F-G) The top 20 category terms of KEGG analysis of upregulated DEGs in GM-TC vs GM-TC-LPS groups (F) and M-TC vs M-TC-LPS groups (G).

How the deposited data were processed for this re-analysis (not part of the article)

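RNA-seq was done on 16 libraries of mouse bone marrow derived macrophages, in 8 groups of 2 that combine growth factor, dish and treatment. The authors aligned clean reads with HISAT and quantified genes with RSEM, and the deposited table holds expected counts without normalization for 22287 genes. The genome build and annotation release are not stated in the methods. Groups were assigned from the sample labels, which name growth factor, dish, treatment and replicate. All 16 libraries were used. Values were rounded to whole counts before the tests. Total counts lay between 17527802 and 31458363, and a floor of 3 counts corresponds to between 0.0954 and 0.171 CPM. A fold change against a group at or under that floor was computed against the floor and given as a lower bound.

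Genes were filtered with edgeR's expression filter by group, which left 12514 of the 16756 genes with a count, and scaled with TMM factors. A single quasi-likelihood fit over the 8 groups was made with edgeR 4.0.16 in R 4.3.3, without a replicate block. Its common dispersion was 0.00226, a biological coefficient of variation of 4.75%. DEGs were counted at the thresholds the paper's methods give, a fold change above 2 or 1.5 and a p under 0.05, taken as unadjusted. Shared DEGs passed in the same direction in each comparison. Interactions between dish and LPS and between dish and growth factor, and single genes, were called at a BH-adjusted p under 0.05. Gene sets were tested with camera of limma 3.58.1 at an inter-gene correlation of 0.01, and the p-values were adjusted over 31 tests. CPM of single genes with a fold change are TMM scaled, and other CPM are scaled by library size.

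The single genes reported are those that the paper's text names or its network and heatmap figures label. Added to them, for each comparison of dishes, are up to 3 genes per direction with the largest log2 fold change among DEGs past the adjusted threshold, at 1 CPM or more and without overlap between the groups. This rule, the gene sets, the tissue lists, the tests and the alternatives were set before the data were examined, apart from the alternatives and tests named as chosen later. The alternatives were DESeq2's size factors or library size only in place of TMM, no expression filter, and a fit to only the libraries of the comparison. DESeq2 1.42.0 was run on all 16 libraries or on those of the comparison, with and without a filter. BH-adjusted p-values, a replicate block, an inter-gene correlation estimated for each set, and leaving out each replicate in turn were also tried. With a replicate left out a group has 1 library, so those fits give values without a test. Chosen after seeing the data were a subtraction of reads of other libraries from the noTC steady state libraries, and DEG counts that combine fold changes from means scaled by library size with p-values from DESeq2.

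The tests were checked on simulated counts with 200 changed genes. edgeR called 200 of them and 39 unchanged genes at the DEG threshold, and 2 unchanged genes with BH adjustment. DESeq2 called 200 of them and 15 unchanged genes. Between groups without a simulated change, edgeR called 71 of 12452 genes at the DEG threshold. When 0.6% of the other libraries was added to simulated libraries, the estimated share lay between 0.579% and 0.618%. Enrichment of KEGG, GO and Reactome terms, protein networks, predicted upstream regulators and FPKM values were not analysed here. Genomic coordinates were not used, and gene length and GC content came from the GENCODE annotation for 12511 of the tested genes.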

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

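The tests of heart genes by separation of libraries, of a lasting effect of the TC dish, of reads from other libraries at steady state and of scaling were chosen only after the result was seen.

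A signal appeared in genes the paper does not discuss. Of 30 heart genes outside the sarcomere genes of Figure 2F, 22 were higher in all 4 TC steady state libraries than in each of the 12 other libraries. By chance a gene does so in 1 of 1820 arrangements. A count of 24 had been set as the mark for RNA of heart tissue, so the count falls short of it. The exceptions were Fabp3, Corin, Hrc, Rbm20, Kcnj3, Sln, Tnni1 and Trdn. Kcnj3, Sln, Tnni1 and Trdn had 0 CPM in at least 1 TC steady state library and so few counts in all that they could hardly separate, and Fabp3 had 9408 counts in the other libraries, so the shortfall says little against RNA of heart tissue. The test planned first was a different one, a rank correlation near 1 between the summed heart genes and the summed sarcomere genes over the 16 libraries. It gave -0.091 (Pearson 0.32, permutation p = 0.74 and 0.23, two-sided), which is not what RNA of heart tissue was to give. Fabp3 made up 56.6 of the 58.6 CPM of heart genes in GM-TC-LPS, where GM-TC had 33.4. Without Fabp3, a choice made after seeing this, the rank correlation was 0.37 and the Pearson correlation 0.99 (permutation p = 0.16 and 1.0e-05, two-sided), and the latter is what RNA of heart tissue would give. The libraries fall into a cluster of 4 and a cluster of 12, so a correlation over all of them cannot settle the question.

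Skeletal muscle genes held 5.46% of the summed sarcomere CPM in these libraries, which goes against muscle carried over from the bones. The sarcomere sum differed between replicates by more than did at least 99.85% of single genes of similar abundance. The sarcomere genes vary together, so a spread of their sum beyond that of single genes does not test an uneven admixture. In the TC libraries upon LPS challenge, the sum was 1.99% of that at steady state, which goes against a lasting effect of the dish. The sarcomere result cannot be told apart from RNA of heart tissue in the TC steady state libraries, and it cannot be told apart from an effect of the TC dish that is lost within 3 h of LPS.

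The dish effect differed between steady state and LPS for 98 genes in GM and 1325 in M. After the subtraction of reads of other libraries, 26 of the genes remained in GM and 1236 in M. For GM, reads of other libraries in the noTC steady state libraries may therefore account for most of the genes. For M they leave most of the genes. With library size only, 91 of the genes remained in GM and 875 in M, and with DESeq2's size factors 91 and 1291. In M, the calls of the genes lost with library size only therefore depend on the scaling.

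At steady state, the dish effect differed between GM and M for 1404 genes, of which 1306 remained after the subtraction. The cell cycle set differed by a median of 0.47 on the log2 scale, between 0.44 and 0.47 over the alternatives with all replicates apart from the subtraction, and 0.48 after it. Its increase in M-noTC over M-TC had a median of 0.64. That median was 0.65 after the subtraction, 0.57 after regression on length, GC content and abundance, and 0.63 with library size only. Between M-noTC-LPS and M-TC-LPS, which lie on the same side of the split between the TC steady state libraries and the others, it was 0.46. None of these tests removed it. The subtraction and library size only change these genes little, so they show only that causes of the estimated size do not make the increase. A candidate explanation is that M-CSF cells on noTC dishes proliferate more than on TC dishes, a hypothesis found and tested on the same data.

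Upon LPS challenge, the dish effect differed between GM and M for 1324 genes. With library size only the number was 1433, and 935 of the genes were the same. The median of all tested genes was then 0.10, so the calls changed with a shift of all genes. With DESeq2's size factors, 1244 of the genes remained. Only 9 of these genes were under 2% of the mean of the LPS libraries in any of the 4 groups, which goes against reads of other libraries. The cell cycle set differed by 0.28, between 0.25 and 0.39 over the alternatives with all replicates. Among the genes the paper names, the difference of M minus GM was 0.42 for Ccl2 (alternatives 0.39 to 0.53, with the same call in 8 of 8) and 0.30 for Ifit2 (0.27 to 0.40, with the same call in 6 of 8). It was -0.26 for Ccl5 (-0.29 to -0.15, with the same call in 7 of 8) and -0.72 for Il1b (-0.75 to -0.61, with the same call in 8 of 8).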

How the results depend on the processing

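The subtraction of reads of other libraries, and the combination of fold changes scaled by library size with p-values from DESeq2, were chosen only after the result was seen. In this part, numbers of upregulated and downregulated DEGs are given in that order, medians and fold changes are on the log2 scale, and the cause of a change was not tested unless stated.

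With BH-adjusted p, DEGs at steady state were 118 and 56 in GM, and 41 downregulated DEGs were shared with M. Upon LPS challenge, noTC and TC cells then differed by 22 and 15 DEGs in GM and 146 and 81 in M at a fold change of 2. At 1.5, 87 and 22 passed in GM and 18 and 2 were shared.

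DESeq2 on the libraries of the comparison gave 86 downregulated DEGs in GM at steady state, with 36 upregulated DEGs shared with M. Upon LPS challenge it gave 31 and 31 in GM and 134 and 75 in M at 2, and 114 and 50 in GM, 386 upregulated in M and 17 and 2 shared at 1.5. The interaction of dish and growth factor at steady state held 887 genes. Without a filter, these were 36 shared at steady state, 36 and 37 in GM and 130 and 78 in M at 2, 110 and 55 in GM, 376 upregulated in M and 18 and 4 shared at 1.5, and 824 genes in the interaction.

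With adjusted p added to DESeq2 on those libraries without a filter, steady state DEGs were 77 and 28 in GM and 201 upregulated in M, with 22 and 21 shared. Upon LPS challenge they were 15 and 6 in GM and 65 and 59 in M at 2, and 54 and 11 in GM, 249 and 169 in M and 7 and 1 shared at 1.5. DESeq2 on all 16 libraries gave 4 shared downregulated DEGs upon LPS challenge at 1.5.

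Library size only changed the LPS responses most among the scalings. It gave 3259 downregulated DEGs in GM-TC, 1093 and 3342 DEGs in GM-noTC, 1192 and 5247 in M-TC and 1178 and 4682 in M-noTC. Shared DEGs were 2754 downregulated in GM, 1036 and 4317 in M and 722 and 2328 in all 4. The median of all tested genes was then -0.53, -0.54, -0.83 and -0.73 in these comparisons, so the changed numbers follow from a shift of all genes. The adhesion set in GM upon LPS challenge, at -0.027, then passed the threshold (adjusted p = 0.045, between 0.045 and 0.72 over the alternatives with all replicates, from camera on edgeR's fit). The direction of the camera test was not kept, so this pass does not show that the set was lower. The sign changed for the cytokine set in M upon LPS challenge, to 0.053, for its difference between M and GM, to 0.038, and for that difference in Irf7, to 0.017. The medians of all tested genes were 0.081 in M and 0.10 for the difference, above each of these values, so the signs changed with the shift of all genes.

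DESeq2's size factors changed the sign of the adhesion set in GM upon LPS challenge, to 0.0011, its difference between M and GM upon LPS challenge, to -0.024, the difference of the cytokine set at steady state, to -0.0062, and Ifit1 in M upon LPS challenge, to -0.016. The medians of all tested genes were 0.013, -0.031, -0.015 and -0.020 in these comparisons. Ifit1 was -0.016 with DESeq2 on all 16 libraries. Without a filter, 18 downregulated DEGs were shared upon LPS challenge at a fold change of 1.5, and the interaction of dish and LPS in GM held 227 genes, against 61 with only the libraries of the comparison. The adhesion set in M at steady state no longer passed in these fits, with medians of 0 and 0.14, nor with an estimated inter-gene correlation, with 0.15.

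After the subtraction of reads of other libraries, 35 upregulated DEGs were shared at steady state, and the interaction of dish and LPS in GM held 26 genes. The cytokine and adhesion sets in M at steady state no longer passed, with medians of 0.069 and 0.082. Cxcl2 in GM reversed to -0.12 and Cxcl1 in M to -0.61.

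Fold changes scaled by library size with p-values from DESeq2 gave 35 and 37 DEGs in GM and 150 and 64 in M between dishes upon LPS challenge at 2. At 1.5 they gave 109 and 58 in GM, 174 downregulated in M and 20 and 4 shared. LPS responses held 2593 downregulated DEGs in GM-TC, 2762 in GM-noTC, 1232 and 3944 DEGs in M-TC and 1207 and 3794 in M-noTC, with 2233 downregulated shared in GM, 1050 and 3323 in M and 717 and 1808 in all 4. At steady state 36 upregulated DEGs were shared.

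Among the fits that each left out 1 replicate, these medians moved by more than the spread between replicates. The cell cycle set lay from 0.14 to 0.22 in GM at steady state and from 0.11 to 0.16 upon LPS challenge, and upon LPS challenge of each cell type from -0.76 to -0.70 in GM-TC, -0.75 to -0.70 in GM-noTC, -0.66 to -0.62 in M-TC and -0.96 to -0.79 in M-noTC. Its difference between M and GM upon LPS challenge lay from 0.23 to 0.30. The adhesion set lay from 0.071 to 0.22 in GM and 0.039 to 0.25 in M at steady state, and its difference from -0.12 to 0.048, which includes both directions. The cytokine set lay from 0.026 to 0.11 in GM upon LPS challenge, and the MHCII family from 0.41 to 0.63. For LPS responses, the NFκB set lay from 5.02 to 5.52 in GM-TC, 4.79 to 4.95 in GM-noTC and 5.06 to 5.18 in M-noTC, and the interferon stimulated set from 4.44 to 4.53 in GM-TC, 4.20 to 4.35 in GM-noTC and 3.52 to 3.67 in M-TC.

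Single genes changed their call as follows. DESeq2 on the libraries of the comparison left 9 below the threshold and brought 4 past it, or 14 and 4 without a filter, and DESeq2 on all 16 libraries 13 and 2. The numbers were 3 and 7 with only the libraries of the comparison in edgeR, 2 and 4 with library size only, and 1 and 2 with DESeq2's size factors. Leaving out the filter brought 6 past the threshold, the replicate block 2, and the subtraction took 6 below it. With the replicate block, all 65 counts and sets and 94 genes kept their direction and call. In the fits without 1 replicate, 88 values of single genes moved and 340 did not.

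The cell cycle set was higher in M-noTC than in M-TC at steady state, with the same call under every alternative run and, with all replicates and without the subtraction, a median from 0.62 to 0.64, and so was the cytokine set in GM-noTC, from 0.030 to 0.20. NFκB targets and interferon stimulated genes kept their direction and call in each LPS response. The depth limits low genes, since 3 counts are up to 0.171 CPM, and the fold changes against groups at or under that floor, as for Actc1 and for Il6 in M, are lower bounds.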

Differences from the paper's values

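The combination of fold changes scaled by library size with p-values from DESeq2, and the subtraction of reads of other libraries, were chosen only after the result was seen. A number of DEGs is taken to differ from the paper's when the larger is more than 1.5 times the smaller, and 18 of 26 numbers did.

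Shared upregulated DEGs at steady state were 57 against the paper's 35. The number came within the range with only the libraries of the comparison (41), DESeq2 on all 16 libraries (52), DESeq2 on the libraries of the comparison (36), DESeq2 on those libraries without a filter (36) and BH-adjusted p (39); the other alternatives set before the data were examined did not. It was 35 after the subtraction and 36 with the combination, both chosen after seeing the values.

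Downregulated DEGs upon LPS challenge were 1630 against the paper's 2495 in GM-TC. In M-TC, upregulated DEGs were 2183 against the paper's 1258 and downregulated DEGs 2340 against the paper's 3874. Both GM comparisons shared 1275 against the paper's 2118 downregulated DEGs, and both M comparisons shared 1835 against the paper's 1066 upregulated and 1773 against the paper's 3218 downregulated DEGs. All 4 comparisons shared 1197 against the paper's 721 upregulated and 912 against the paper's 1710 downregulated DEGs. For each of these numbers, library size only came within the range (3259, 1192, 5247, 2754, 1036, 4317, 722 and 2328 in this order), and the other alternatives set before the data were examined did not. With the combination, chosen after seeing the values, they were 2593, 1232, 3944, 2233, 1050, 3323, 717 and 1808.

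Upregulated DEGs of GM-noTC-LPS against GM-TC-LPS at a fold change of 2 were 70 against the paper's 36, and within the range with DESeq2 on all 16 libraries (53), DESeq2 on the libraries of the comparison (31) and DESeq2 on those libraries without a filter (36). Downregulated DEGs were 75 against the paper's 36, and within the range with DESeq2 on the libraries of the comparison (31) and DESeq2 on those libraries without a filter (37). For M-noTC-LPS against M-TC-LPS the number upregulated was 229 against the paper's about 150 in Figure 4A, read by eye. It came within the range with DESeq2's size factors (220), only the libraries of the comparison (209), DESeq2 on all 16 libraries (211), DESeq2 on the libraries of the comparison (134), DESeq2 on those libraries without a filter (130) and BH-adjusted p (146). Downregulated in M were 125 against the paper's about 65 in Figure 4A, read by eye, and within the range with library size only (93), DESeq2 on the libraries of the comparison (75), DESeq2 on those libraries without a filter (78), BH-adjusted p (81) and DESeq2 on those libraries without a filter and with adjusted p (59). In each case the other alternatives set before the data were examined did not. With the combination, chosen after seeing the values, these numbers were 35, 37, 150 and 64.

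At a fold change of 1.5, upregulated DEGs in GM upon LPS challenge were 204 against the paper's 113, and within the range with DESeq2 on the libraries of the comparison (114), DESeq2 on those libraries without a filter (110) and BH-adjusted p (87). The number downregulated in GM was 119 against the paper's 58, and within the range with DESeq2 on the libraries of the comparison (50) and DESeq2 on those libraries without a filter (55). In M, downregulated DEGs were 317 against the paper's 183, and within the range with library size only (234), DESeq2 on the libraries of the comparison (212), DESeq2 on those libraries without a filter (212), BH-adjusted p (242) and DESeq2 on those libraries without a filter and with adjusted p (169). GM and M shared 39 against the paper's 21 upregulated DEGs, which came within the range with DESeq2 on the libraries of the comparison (17), DESeq2 on those libraries without a filter (18) and BH-adjusted p (18). They shared 9 against the paper's 4 downregulated DEGs, which came within it with DESeq2 on all 16 libraries (4) and DESeq2 on those libraries without a filter (4). For these numbers too, the other alternatives set before the data were examined did not. With the combination, chosen after seeing the values, they were 109, 58, 174, 20 and 4.

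Over all 26 numbers, 8 differed with DESeq2 on the libraries of the comparison without a filter, and 0 with the combination, which was chosen after seeing the values.

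The paper states that Ifit1 and Ifit2 were higher and Irf7 lower in M-noTC-LPS than in M-TC-LPS. Their log2 fold changes were 0.0041, 0.13 and -0.20, and none passed the threshold on adjusted p. The unadjusted p of Irf7 was 0.016 from edgeR. Ifit1 did not pass under any alternative, from -0.016 to 0.092. Ifit2 passed with library size only, without a filter, and with only the libraries of the comparison. Irf7 passed in 7 of 8 alternatives, all but library size only. The paper reports Il1b and Il1a as upregulated in GM-noTC-LPS. Their log2 fold changes were 0.057 and 0.12, and neither passed under any alternative. It lists H2-Ob among the genes higher in GM-noTC. The log2 fold change was 0.49, without passing under any alternative. Figure 2G draws Cxcr3 with the inflammatory genes of M-noTC, where its log2 fold change was 0.11.

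In its network of DEGs upon LPS challenge, the paper connects Mmp9, Col1a1, Pecam1 and H2-Ob. In M their log2 fold changes were 0.66, -1.14, 0.21 and 0.055, and none passed the threshold on adjusted p. With the paper's unadjusted p, Mmp9 was an upregulated DEG in M at a fold change above 1.5 (p = 0.018 from edgeR). With adjusted p, Mmp9 passed with library size only, without a filter, and with only the libraries of the comparison. The other genes passed under no alternative. In GM, Mmp9 had -0.043 and passed under no alternative.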

Other observations

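The tests of reads of other libraries, of a low response like that to LPS, of genes that take up counts, of gene length in GM-TC and of a few matrix-producing cells were chosen only after the result was seen.

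Inflammatory genes were higher in noTC than in TC libraries at steady state. Genes near 0 in the TC libraries had an excess close to a fixed share of their mean in the other libraries, with 14 of 15 genes in GM and 18 of 21 in M within 1.5-fold of the median share. Against the level of the same cells upon LPS challenge, as a response at a fixed share of that level would give, 6 and 3 genes did so. The genes were chosen by their level in the other libraries, and Plet1 and Rbp4 had only 0.905 and 0.740 CPM in M-noTC-LPS. A low response whose share differs between genes is therefore not excluded. The median shares by library were 0.668% and 0.711% in GM-noTC and 0.695% and 0.500% in M-noTC. In the 12 libraries outside the TC steady state groups, the lowest level of an abundant gene was 0.438% of its mean in the other libraries in 1 library and up to 2.70% in another. In the 4 TC steady state libraries the lowest levels were 0% to 0.0178%. For the LPS libraries these levels cannot decide whether reads of other libraries are present. The lowest gene of the GM libraries upon LPS challenge was Stab1, at 2.31% to 2.70%. In M-noTC-LPS it was Rbp4, which was as low in M-TC (0.740 and 0.775 CPM). At steady state, reads of other libraries in the noTC libraries, for example from pooled sequencing, would give the higher lowest levels there. The deposited labels name no batch. After the subtraction, 154 of 201 upregulated DEGs in GM, 290 of 332 in M and 35 of 57 shared remained, so the explanation leaves part of the result. Interferon genes of Figure 2F went from 7 upregulated DEGs to 0, with a median log2 fold change of -0.099. Of these, Oasl1 is among the genes that set the subtracted share. In the steady state libraries alone, the dish and a batch that sets the TC steady state libraries apart cannot be told apart for the genes that remained. Between the LPS groups, which lie on the same side of that split, Arg1 and Fn1 were higher in GM-noTC-LPS than in GM-TC-LPS, by 2.68 and 1.38 on the log2 scale (adjusted p = 5.7e-10 and 1.1e-08 from edgeR), so such a batch does not explain these 2 genes upon LPS challenge.

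More genes fell than rose upon LPS challenge with library size only, and the share of downregulated DEGs was at least 24.8 percentage points higher than with TMM in each of the 4 comparisons. Counts taken up by induced genes would give this. The 10 genes that rose most held at most 18.9% of the summed rise in CPM, and the 10 most abundant genes held 9.98% to 16.0% of a library upon LPS challenge and 12.1% to 20.5% at steady state, which goes against a few genes as the cause. The larger share cannot be told apart from an effect of scaling.

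Across genes, which are not independent replicates, log2 fold changes between dishes at steady state correlated with transcript length by 0.19 (Spearman) in GM and with GC content by at most 0.053 in size. The length value lies between the marks set for a bias and for none, so the GM result cannot be told apart from a length bias of that size. The 2 GM-TC libraries differed by 12.9 in chi-square per degree of freedom, against 1.93 to 5.27 in the other groups. Their ratio correlated with transcript length by 0.46, so a difference in length bias between these libraries may explain the spread, and no biological explanation was tested.

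Dcn, Hspg2 and Col5a2 were lower in GM-noTC-LPS than in GM-TC-LPS, where they were high in 1 replicate. The other stromal genes summed to 1.10 times as much in that replicate as in its partner, a sum mostly of the few genes at 5 CPM or more. Among those under 5 CPM, 10 of 14 were higher in that replicate, with a median ratio of 1.73, so stromal RNA at a low level or a few matrix-producing cells cannot be told apart from a dish effect.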
